# Topologically associating domain boundaries are required for normal genome function

**DOI:** 10.1038/s42003-023-04819-w

**Published:** 2023-04-20

**Authors:** Sudha Rajderkar, Iros Barozzi, Yiwen Zhu, Rong Hu, Yanxiao Zhang, Bin Li, Ana Alcaina Caro, Yoko Fukuda-Yuzawa, Guy Kelman, Adyam Akeza, Matthew J. Blow, Quan Pham, Anne N. Harrington, Janeth Godoy, Eman M. Meky, Kianna von Maydell, Riana D. Hunter, Jennifer A. Akiyama, Catherine S. Novak, Ingrid Plajzer-Frick, Veena Afzal, Stella Tran, Javier Lopez-Rios, Michael E. Talkowski, K. C. Kent Lloyd, Bing Ren, Diane E. Dickel, Axel Visel, Len A. Pennacchio

**Keywords:** Epigenomics, Epigenomics

## Abstract

Topologically associating domain (TAD) boundaries partition the genome into distinct regulatory territories. Anecdotal evidence suggests that their disruption may interfere with normal gene expression and cause disease phenotypes^1–3^, but the overall extent to which this occurs remains unknown. Here we demonstrate that targeted deletions of TAD boundaries cause a range of disruptions to normal in vivo genome function and organismal development. We used CRISPR genome editing in mice to individually delete eight TAD boundaries (11–80 kb in size) from the genome. All deletions examined resulted in detectable molecular or organismal phenotypes, which included altered chromatin interactions or gene expression, reduced viability, and anatomical phenotypes. We observed changes in local 3D chromatin architecture in 7 of 8 (88%) cases, including the merging of TADs and altered contact frequencies within TADs adjacent to the deleted boundary. For 5 of 8 (63%) loci examined, boundary deletions were associated with increased embryonic lethality or other developmental phenotypes. For example, a TAD boundary deletion near *Smad3*/*Smad6* caused complete embryonic lethality, while a deletion near *Tbx5*/*Lhx5* resulted in a severe lung malformation. Our findings demonstrate the importance of TAD boundary sequences for in vivo genome function and reinforce the critical need to carefully consider the potential pathogenicity of noncoding deletions affecting TAD boundaries in clinical genetics screening.

## Abstract (web summary)

Targeted deletions of topologically associating domain boundaries in mice using CRISPR genome editing cause a range of disruptions to normal in vivo genome function and organismal development.

## Introduction

Eukaryotic genomes fold into topologically associating domains (TADs), sub-megabase-scale chromatin segments characterized by high intra-domain chromatin contact frequency^4–6^. TADs represent a key feature of hierarchical genome organization by defining chromatin neighborhoods within which regulatory sequences can interact, while simultaneously insulating regulatory interactions across boundaries^5,7–10^. TAD boundaries are primarily defined and measured through chromatin conformation assays, and they are typically associated with a signature set of proteins, including CCCTC-binding factor (CTCF), components of the structural maintenance of chromosomes (SMC) complex such as cohesin and condensin, and RNA polymerase II^5,11–14^. TADs form as a result of loop extrusion, wherein DNA strands slide from within the cohesin or SMC complex until bound CTCF molecules in a convergent orientation are met^13,15–19^. Loss of CTCF, cohesin, or the cohesin loading factor Nipbl results in TAD disruption, while loss of cohesin release factor, Wapl, results in reinforcement of TAD boundaries^20,21^. Intriguingly, ~20% of TAD boundaries remain stable upon loss of CTCF^22^. Both CTCF-mediated mechanisms and transcription can affect the formation and function of TADs, but neither seems to be individually sufficient nor universally required^7,11,23,24^. Thus, chromatin state, transcriptional activity, and TAD organization may influence each other, and the observed nuclear structure of mammalian genomes likely results from their complex interplay^7,11,23–25^.

The genomic locations of TAD boundaries are well conserved across mammalian species, indicating that their function and positions within the genome are subject to evolutionary constraint^5,26–28^. This notion is further supported by the overall depletion of structural variants at TAD boundaries observed in the general human population^26^, while disruptions and rearrangements of TAD structure have been implicated in the mis-expression of genes and are associated with developmental and cancer phenotypes^1–3,29,30^. However, most of these disruptions were spontaneously occurring large structural mutations that also included neighboring genomic features, such as regulatory elements and/or protein-coding genes. Therefore, the specific role of TAD boundaries in these phenotypes is not well understood. In the present study, we examine the functional necessity of TAD boundary sequences in vivo. We selected eight independent TAD boundaries in the vicinity of genes active during embryonic development, individually deleted these boundaries from the mouse genome, and systematically examined the consequences on survival, genome organization, gene expression, and development. All eight TAD boundary deletions caused alterations of one or more of these properties. We also observed that loss of boundaries with more CTCF sites generally resulted in more severe phenotypes and that the most severe organismal phenotypes coincided with pronounced changes in chromatin conformation. In combination, our results indicate that TAD boundary sequences are required for normal genome function and development.

## Results

### Strategy for selecting TAD boundaries for in vivo deletion

To assess the in vivo functions of TAD boundary sequences, we focused on boundaries flanking TADs that harbor genes with known expression and function during embryonic development to facilitate the detection of phenotypes resulting from boundary deletion. From a genome-wide set of >3300 previously annotated TAD boundaries^5,10^, we scored and prioritized each boundary based on the following criteria: (1) CTCF occupancy aggregated from 62 published CTCF ChIP-seq datasets, which served as a proxy for the expected overall strength of insulation (datasets listed in Supplementary Data 1); (2) co-occupancy of subunits of the cohesin complex and the transcription factor Znf143^31^ from 38 published ChIP-seq datasets (Supplementary Data 1); (3) CTCF-binding conservation at orthologous regions in four different mammalian species^32^ (Supplementary Data 2); and (4) whether both flanking TADs contain genes with known roles in embryonic development, preferentially showing divergent patterns of tissue-specific expression (Fig. 1, Supplementary Fig. 1, Supplementary Data 1–3, “Methods”). TAD boundaries that encompassed protein-coding genes were excluded. Following genome-wide prioritization, we selected and deleted 8 individual TAD boundaries from the mouse genome through pronuclear injection of fertilized eggs using CRISPR/Cas9. For all deletions, the outer borders of the boundaries were defined by canonical criteria including the presence of CTCFs and cohesin complex proteins, which are the hallmark of TAD boundaries that are conserved across cell types in closely related species (refs. ^13,15–19^; see “Methods” for details). These deletions ranged in size from 11 to 80 kb and removed all known CTCF and cohesin binding sites in each TAD boundary region, while leaving any nearby protein-coding genes intact (Fig. 1, Supplementary Fig. 1, Supplementary Data 3, “Methods”). For all eight boundaries, live founder mice heterozygous for the targeted deletion were successfully obtained and bred into stable lines to assess molecular and organismal phenotypes.

**Fig. 1:**
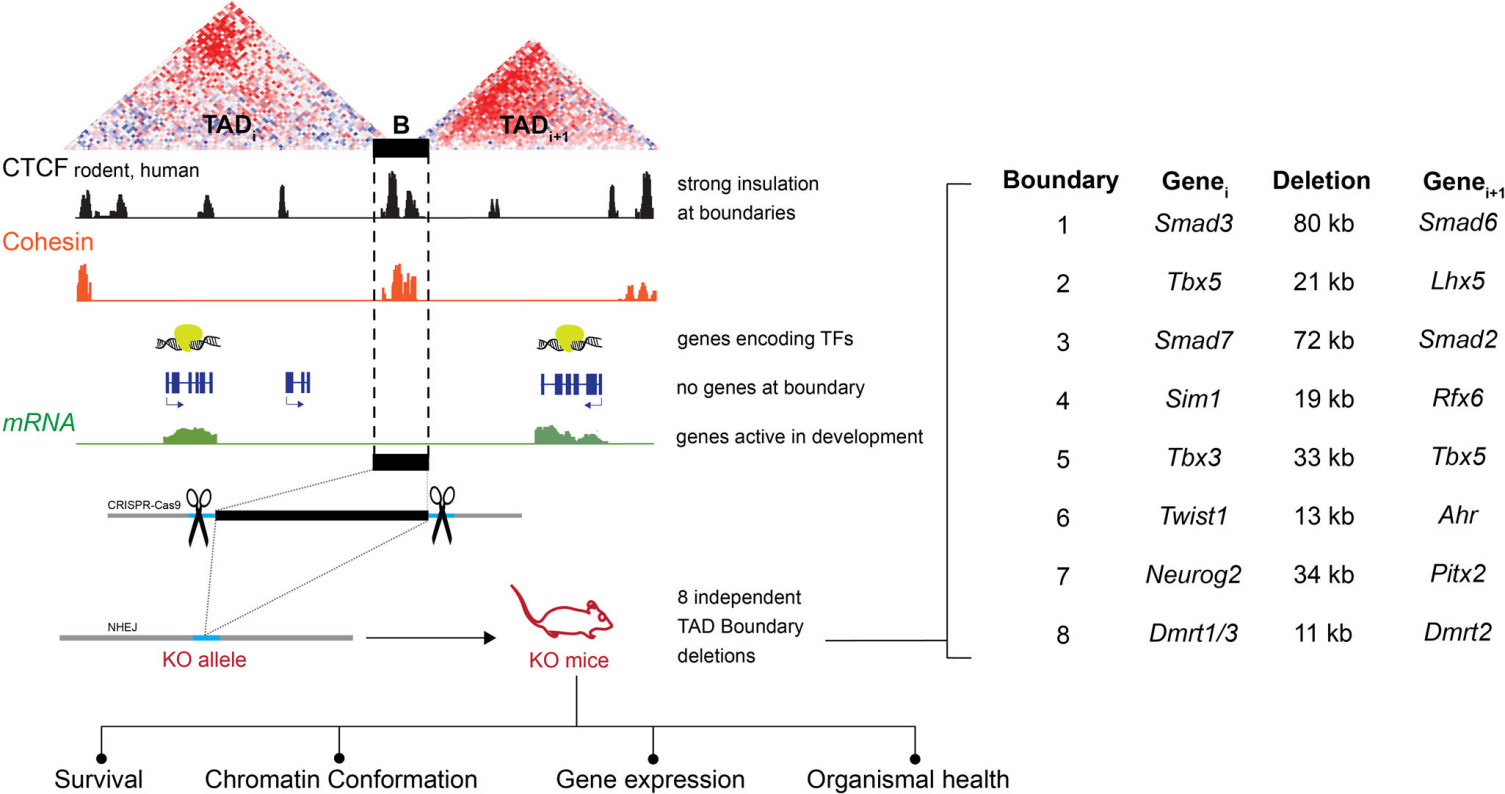
Study overview. Schematic showing the selection and CRISPR/Cas9-based deletion strategy for removal of TAD boundaries in vivo, along with types of phenotyping performed on the resulting knockout (KO) mice. Specific boundaries individually deleted, along with selected developmentally expressed genes flanking each deleted boundary are also depicted. B boundary element, TFs transcription factors.

### TAD boundary deletions disrupt prenatal development

To investigate the in vivo consequences of TAD boundary deletions, we assessed all lines for viability in homozygous offspring (Fig. 2a, Supplementary Data 4). First, we intercrossed heterozygous deletion mice to determine if homozygous offspring were viable and present at the Mendelian-expected rate (25%). For line B1, in which a boundary between *Smad3* and *Smad6* had been deleted, no mice homozygous for the deletion were observed among 329 live-born pups. Timed breeding revealed that homozygous embryos are present at embryonic day 8.5 (E8.5) at the expected Mendelian ratio but not at later stages of development (*p* < 0.05, Chi-squared test, for all examined stages E10.5 and later; Fig. 2b, and Supplementary Data 4). While no viable homozygous-null embryos were observed at E10.5, we observed partially resorbed homozygous deletion embryos at this stage, further corroborating that homozygous deletion of boundary B1 causes fully penetrant loss of viability between E8.5 and E10.5 (Fig. 2c, and “Methods”). Homozygous deletions of four additional boundary loci were associated with partially penetrant embryonic or perinatal lethality (Fig. 2a). For the most extreme (B2), we observed a loss of ~65% of expected homozygous offspring at weaning (*p* = 3.90E–10, Chi-squared test; Fig. 2a, Supplementary Fig. 2). For three additional boundary deletions (B3, B4, B5), we observed a 20–37% depletion of homozygotes at weaning (*p* < 0.05, Chi-squared test, in all cases, Fig. 2a, Supplementary Fig. 2). There were no significant sex biases among viable homozygous offspring in any of the lines (Supplementary Fig. 3, and Supplementary Data 4). Overall, these data show that the majority (5 of 8, 63%) of the boundary elements tested are required for normal organismal viability.

**Fig. 2:**
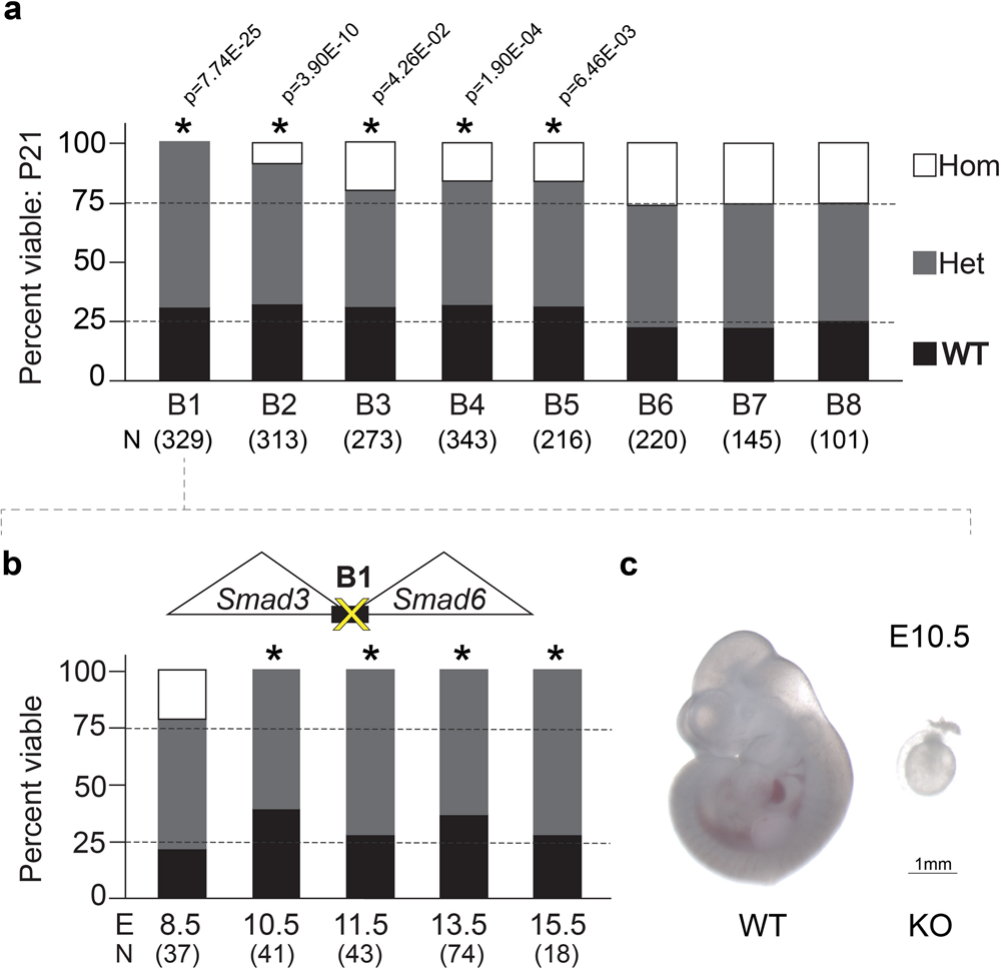
TAD boundary deletions result in reduced viability. **a** Mendelian segregation of offspring from heterozygous crosses at weaning for all TAD boundary deletion lines. P21 postnatal day 21, N number of pups analyzed, Hom homozygous, Het heterozygous, WT wild-type. **b** Mendelian segregation of offspring from heterozygous crosses at designated embryonic stages for boundary deletion locus B1 (*p < 0.05). E embryonic day, N number of embryos analyzed. **c** Brightfield images of representative littermate wild-type and homozygous mutant embryos obtained at E10.5. Scale bar, 1 mm.

### TAD boundary deletions result in abnormal TAD architecture

To assess the effects of TAD boundary deletions on the chromatin interaction landscape, we performed high-throughput chromosome conformation capture (i.e., Hi-C) using tissue from adult mice with homozygous deletions of TAD boundaries B2-B8 or heterozygous deletion of boundary B1, since homozygous B1 deletion is embryonically lethal (Fig. 3, Supplementary Fig. 4, and “Methods”). For four loci, we observed that homozygous-null mice displayed loss of insulation at the TAD boundaries and concurrent merging of neighboring TADs (loci B1– B3, and B6; Fig. 3, Supplementary Fig. 4). Loss of insulation was also observed at a fourth TAD boundary deletion (B8), but this was not associated with major changes to the overall TAD configuration at this locus (Supplementary Fig. 4). As a second measure of disrupted chromatin structure, we compared the directionality index (DI) between knockout mice and wild-type controls. DI assesses the trend of upstream (leftward or negative) or downstream (rightward or positive) contacts along a region of the chromosome^5^ and corner regions peripheral to TADs where abrupt shifts in upstream and downstream contacts are observed (i.e., sites with statistically significant contact biases are computationally called as boundaries between flanking TADs). Changes in DI were observed in homozygous-null mutants in 6 of the 8 lines assessed by Hi-C (*p* ≤ 0.01, Wilcoxon rank-sum test, for loci B1–4, B6, and B8; Fig. 3, Supplementary Fig. 4). Moreover, for three TAD boundary deletions (loci B4, B7, and B8) we observed a reduction of long-range contacts in one of the TADs adjacent to the deleted boundary (Supplementary Fig. 4). Taken together, we observed chromatin conformation changes in 88% (7 of 8) of lines examined. These data indicate that removal of individual TAD boundary sequences affects insulation between neighboring TADs, resulting in altered interaction frequency between sequences in normally isolated domains.

**Fig. 3:**
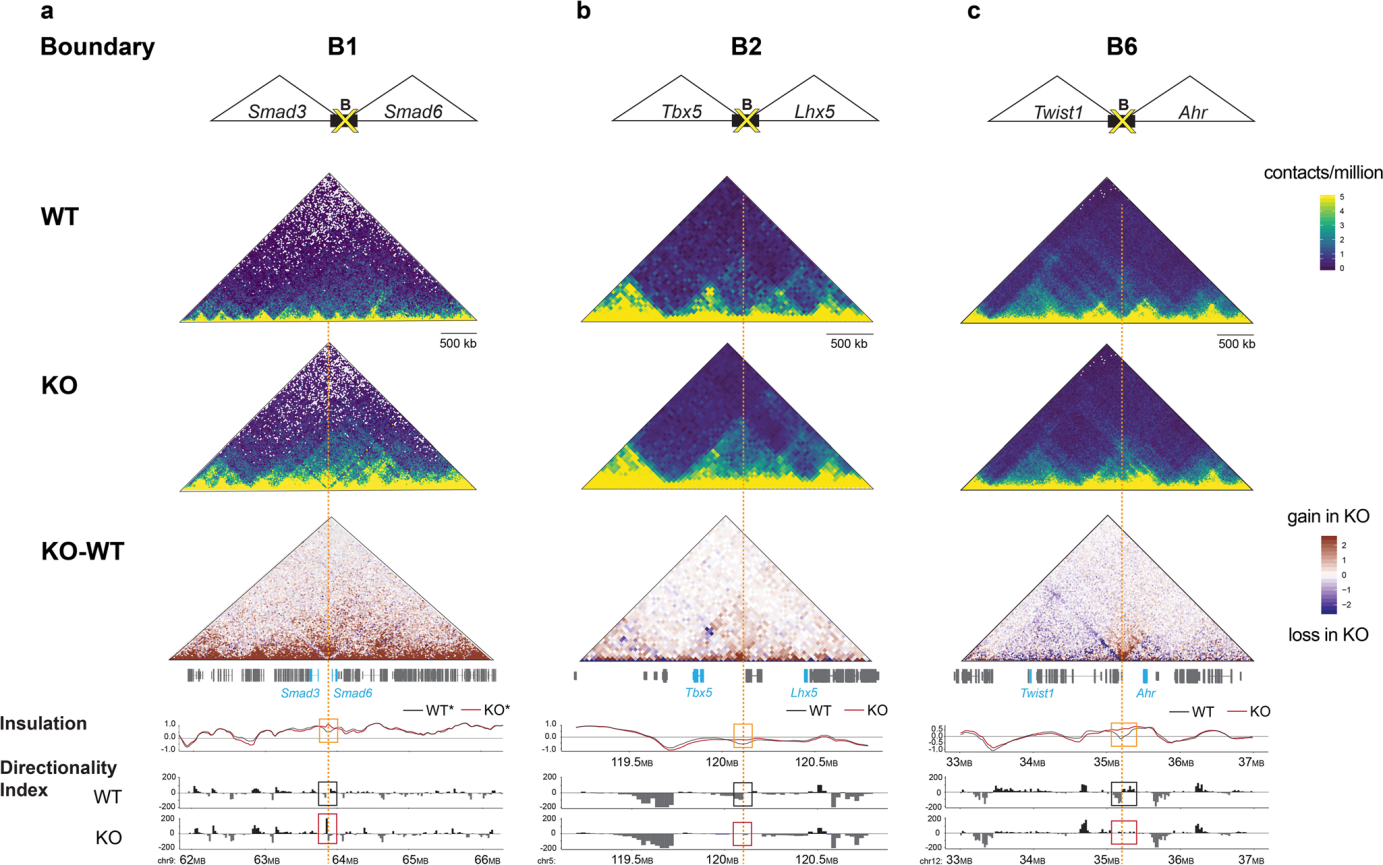
Boundary deletions result in abnormal TAD architecture. Hi-C derived interaction maps for TAD boundary loci B1 (**a**), B2 (**b**), and B6 (**c**). Cartoon of the TAD boundary deleted, with select developmental genes within the TADs flanking the deleted boundary (B), followed by three heatmaps showing Hi-C contact data. Heat maps (yellow-blue color-code) show Hi-C contact matrices presented as observed/expected contacts at 25 kb resolution in representative wild-type (WT) and knockout (KO) mouse liver tissue samples. For TAD boundary locus B1, note that the WT represents the wild-type allele in Cast background and KO represents the deletion allele in FVB background from an animal heterozygous for the TAD boundary deletion. The third heatmap (red-blue color-code) shows net changes in Hi-C interaction frequencies in the KO relative to WT. Positions of genes within the corresponding locus are indicated along the heatmap. The dashed orange vertical line indicates the position of the deleted boundary. Insulation profiles for the WT and KO samples corresponding to the heat maps are shown. The insulation profile assigns an insulation score to each genomic interval^50^, with local minima representing the most insulated region. Note the deviation from the minima in the insulation profile for the KO compared to WT (orange box), indicating loss of insulation in the KO. Bar plots show the Directionality Index (DI)^5^ for the same samples. Boundaries are called at regions where abrupt and significant shifts in upstream and downstream contacts are observed, as depicted in the WT (black box). Note either gain in contacts or the loss of demarcation between upstream and downstream contacts at the deleted site in the KO (red box). Genome coordinates shown are in mm10. More details on mouse strain background where applicable, replicates and additional TAD boundary deletions are provided in Supplementary Fig. 4 and “Methods”.

### TAD boundary deletions cause molecular and developmental phenotypes

We next examined whether loss of TAD boundaries and resulting changes in chromatin architecture were associated with additional molecular or physiological phenotypes. To determine if the deletions altered the expression of genes in the vicinity of each TAD boundary, we measured gene expression in E11.5 embryos with homozygous boundary deletions and matched wild-type controls. 

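RNA-seq of 64 tissue samples taken at embryonic day 11.5 (E11.5) was analysed here. The samples cover 7 mouse lines, each with 1 of the boundaries B2 to B8 deleted, in 14 comparisons of homozygous with wild-type tissue. For B2 there were 4 homozygous and 4 wild-type hearts and 6 homozygous and 6 wild-type lungs. There were 2 homozygous and 2 wild-type samples of face and of heart for B3 and B5, of gut and of midbrain for B4, of face for B6 and B7, and of forebrain and of neural tube for B8. The paper gives 2 biological replicates per genotype in its methods and at least 2 in its statistics section. All B2 samples were kept, and the fold changes that Supplementary Data 5 lists for B2 match those of DESeq2 over all of them (median difference 0.000909 in heart and 0.000605 in lung on the log2 scale). Hearts of B6 and B7 came from 2 homozygous embryos each. Wild-type hearts of these lines were not analysed here. The 8 wild-type hearts of B2, B3 and B5 took their place, so that line and genotype cannot be told apart in the hearts of B6 and B7. The total count per sample ran from 8391553 to 31793440. Given in mega counts (M), it was 21.8 to 27.4 M (median 23.05 M) for homozygous and 8.4 to 31.8 M (median 22.45 M) for wild-type B2 lungs, and in B2 hearts 19.7 to 21.5 M and 18.9 to 22.1 M (median 20.6 M for each). With 2 samples per group, the homozygous and then the wild-type totals were 20.3 and 24.5 against 17.1 and 21.2 M in B3 face, and 19.5 and 20.9 against 19.9 and 22.6 M in B3 heart. They were 17.1 and 20.6 against 18.2 and 22.7 M in B4 gut, and 19.0 and 19.3 against 18.4 and 22.8 M in B4 midbrain. They were 22.3 and 22.7 against 20.5 and 26.5 M in B5 face, and 24.0 and 24.3 against 18.8 and 22.6 M in B5 heart. In the faces of B6 and B7 they were 18.4 and 22.1 against 18.0 and 24.6 M, and 19.7 and 23.7 against 19.7 and 23.2 M. The homozygous hearts of B6 had 19.7 and 21.1 M counts and those of B7 20.3 and 21.8 M. In B8 the totals were 21.3 and 21.6 against 22.1 and 23.2 M in forebrain, and 18.3 and 22.1 against 17.4 and 18.8 M in neural tube. The authors mapped paired reads of 150 bp to the mouse genome (mm10) with STAR and estimated an expected count per gencode M4 gene with RSEM 1.4.1. The pipeline is named in its single-end form and no strand setting is stated, so reads of overlapping and antisense genes could not be told apart. From the deposited expected counts, rounded to whole numbers, each comparison was fitted separately with edgeR's quasi-likelihood test after its filter on low counts and TMM scaling. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and levels are given as CPM, counts relative to the total of the library after TMM scaling. This rule, the gene lists and the alternatives were set before the data were examined, apart from those said to have been chosen later. The lists of liver, muscle, cranial mesenchyme, neuron and Hox genes were written after Supplementary Data 5 had been read. In counts simulated from the same samples, edgeR recovered 94.7% of the genes changed by a log2 fold change of 2 in B2 hearts, 93.8% in B2 lungs and 95.8% in B3 face, but 36.7% in B5 heart, 70.7% in B6 heart and 56.1% in B7 heart. In the real B2 lungs edgeR called 0 genes, though the liver transcripts tested had a median log2 fold change of 2.27. The simulated recovery thus does not show that changes of this size were absent there. False calls of DESeq2 were 44 of 207 in B2 lung, 50 of 164 in B6 heart and 73 of 154 in B5 heart. Those of edgeR were 10 of 162, 4 of 90 and 7 of 44. In the faces of B3, B6 and B7 DESeq2 had fewer false calls (11, 23 and 19) than edgeR (16, 26 and 21).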

For each line, RNA-seq was performed in two different tissues with known expression of the genes located in the adjacent TADs, and qPCR was performed to query select genes in a larger panel of tissues for a subset of the TAD boundary deletion lines (Supplementary Fig. 5–6, and Supplementary Data 5–6). 

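At B8 the deleted interval lies on chromosome 19 from 25626333 to 25637707, between Dmrt3 and Dmrt2, members of the DM-domain family of transcription factors. Dmrt3 (25610301 to 25623921) ends 2.4 kb from the deletion. It was at 42.5 ± 6.83 CPM in forebrain labelled homozygous and 45.1 ± 9.92 CPM in forebrain labelled wild-type (SD, n = 2 each), a log2 fold change of -0.09 (95% interval -0.58 to 0.41). The genes that Supplementary Data 5 lists for B8 forebrain have the opposite direction in these samples (15 of 15), so the labels or the table may be reversed and the direction of the forebrain values is uncertain. In neural tube Dmrt3 was at 3.66 ± 0.809 CPM against 1.6 ± 0.753 CPM (SD, n = 2 each), a log2 fold change of 1.19 (standard error 0.41) with an adjusted p of 0.459 from edgeR over all genes and 0.0982 when adjusted over the list alone of genes within 1 Mb. The log2 fold change was 0.94 without A33, 1.39 without A35, 0.78 without A34 and 1.78 without A36. Dmrt2 (25672411 to 25678991) had a log2 fold change of 0.27 in neural tube (95% interval -0.21 to 0.74) and 20 counts in all forebrains together. Dmrt1 (25505618 to 25604329) had log2 fold changes of -1.31 in forebrain (95% interval -3.78 to 1.16) and 0.14 in neural tube (95% interval -1.35 to 1.62). At B4 the deletion on chromosome 10 runs from 51404177 to 51423799. Sim1 (50894754 to 50989152), a transcription factor of hypothalamic neurons, had a log2 fold change of -0.32 in midbrain (95% interval -1.23 to 0.59) and was too low to test in gut. The value in midbrain was -1 without A37 (adjusted p = 0.0531 from edgeR) and 0.14 without A39. Rfx6 (51677756 to 51730432), a transcription factor of pancreatic endocrine cells, had a log2 fold change of 0.72 in gut (95% interval -0.40 to 1.84) and no count in midbrain. At B6 the deletion on chromosome 12 runs from 35181339 to 35194452. Twist1 (33957671 to 33959829), a transcription factor of cranial mesenchyme, had log2 fold changes of 0.19 in face (95% interval -0.11 to 0.48) and -0.05 in heart (95% interval -0.74 to 0.65). The receptor gene Ahr (35497974 to 35535038) had log2 fold changes of -0.32 in face (95% interval -0.83 to 0.18) and 0.41 in heart (95% interval -0.51 to 1.34). Against the wild-type hearts of B2, B3 and B5 alone, Twist1 had -0.35, 0.39 and 0.49 (adjusted p = 0.00756, 0.177 and 0.0357 from edgeR) and Ahr 1.06 and -0.12 against those of B2 and B3 (adjusted p = 0.0131 and 0.8). With 1 sample left out, Dmrt1 in forebrain had -4.34 without A31, -0.37 without A29 and -0.34 without A32, Dmrt3 in forebrain turned to 0.07 without A31 and 0.16 without A32, Dmrt1 in neural tube to -0.74 without A35 and -0.04 without A36, and Dmrt2 to -0.16 without A33, while without A35 Dmrt2 had 0.58 (adjusted p = 0.0188 from edgeR). Lhx5 (chromosome 5, 120431699 to 120441223), on the far side of boundary B2 from Tbx5, had 5 counts over all B2 hearts and 1 count over all B2 lungs and was not tested. Over the 14 comparisons, 138 tests of genes within 1 Mb of the deletion were made. edgeR called 0 of the 138, against 21 of 211406 tests of other genes, which are too few calls to compare the rates. At an unadjusted p under 0.05 there were 11 (8%), against 7.4% of the tests of other genes. When adjusted over the list alone there were 4, which were Tbx5 and Tbx3 in B2 lung and Hdac9 and Snx13 in B6 heart. A window of 2 Mb also gave 4, without Tbx3 and with Meox2 in B6 face, and a window of 5 Mb gave 1, Lamb1 in B6 heart (adjusted p = 0.0274 from edgeR). DESeq2 called 1, Tbx5 in B2 lung. Without the filter on low counts edgeR called 4 (Rpl17 in B3 face, Neurog2 in B7 face, and Smarca2 and Dmrt3 in B8 neural tube), and a joint fit of all libraries called 7, all of them in the hearts of B6 (Hdac9, Bzw2 and Snx13) and B7 (Ank2, Fam241a, Zgrf1 and Ap1ar) that have no wild-type heart of their own line. Those of these genes that lie outside Fig. 1 are named because their calls were seen.

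**Figure D1:**
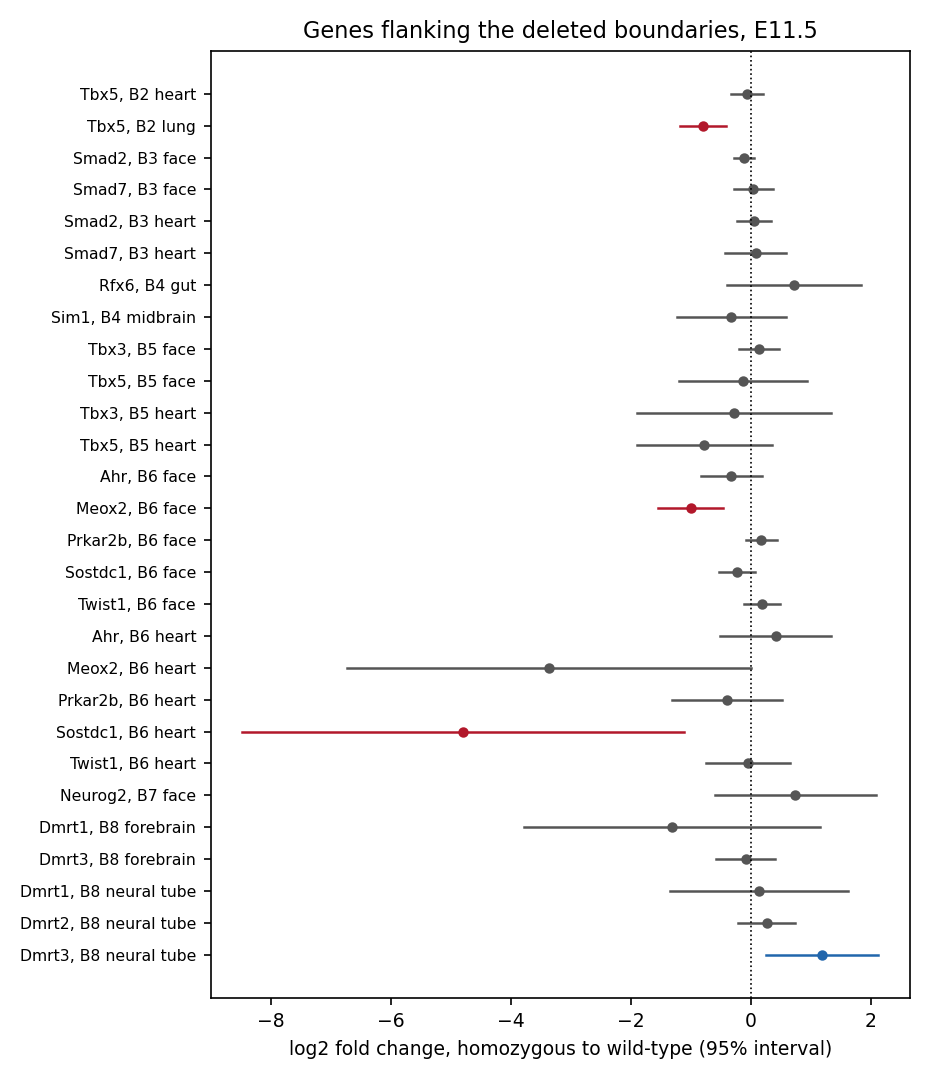
Log2 fold change of homozygous over wild-type samples (x axis) with its 95% interval from edgeR, for tested genes that Fig. 1 or the text of the paper names beside a boundary (y axis, gene and comparison). Red intervals lie below 0, blue above 0 and grey include 0. Dmrt3 in B8 neural tube (1.19) lies above 0, and most of the other genes have intervals that include 0.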

Across all seven lines examined by this approach, we identified two cases in which expression of a gene(s) in a TAD flanking the boundary changed. 

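Tbx5, a T-box transcription factor needed for the heart, the forelimb and the lung, lies on chromosome 5 of mm10 from 119832668 to 119885219, 0.2 Mb from the B2 deletion (120087113 to 120108233). In E11.5 lungs it was at 70.5 ± 8.11 CPM in homozygous and 123 ± 35.8 CPM in wild-type embryos (SD, n = 6 each). The homozygous lungs were at 59.0, 65.7, 68.4, 70.9, 78.1 and 81.0 CPM, and the wild-type lungs at 89.3, 90.1, 96.9, 140, 148 and 174 CPM. Each homozygous lung was thus below each wild-type lung (exact permutation test, two-sided p = 0.00216, the smallest that 924 arrangements allow). The log2 fold change was -0.80 (standard error 0.18, 95% interval -1.18 to -0.42), with an adjusted p of 0.89 from edgeR over 15063 genes. The adjusted p was 0.0424 from DESeq2 and, from edgeR when adjusted over the list alone, 0.00699 over genes within 1 Mb of B2, 0.0183 within 2 Mb and 0.0742 within 5 Mb. Tbx3 (119670669 to 119684724), a related T-box gene on the same side of the boundary, was at 43.7 ± 4.88 CPM against 60.5 ± 13.1 CPM (SD, n = 6 each), a log2 fold change of -0.46 with an adjusted p of 0.0451 from edgeR over the genes within 1 Mb and 0.118 within 2 Mb. The embryos carry 3 codes, which may stand for litters. Within them the log2 difference of Tbx5 was -0.92 for E5403 (1 homozygous and 1 wild-type lung), -0.43 for E5406 (4 and 2) and -0.98 for E5420 (1 and 3). In E5420 the homozygous lung was at 65.7 CPM and the wild-type lungs at 89.3, 174 and 140 CPM. The wild-type lungs E5420-07 (174 CPM) and E5420-09 (140 CPM) stood apart from the rest. Mitochondrially encoded genes took 0.36% and 1.54% of their counts, against 11.3% to 14.05% in the other 10 lungs, and the 10 highest genes took 90.1% of the counts of E5420-09. Without this pair, an alternative chosen after the data were seen, the log2 fold change of Tbx5 was -0.59 (95% interval -0.89 to -0.30), with an adjusted p of 0.432 from edgeR and 0.12 from DESeq2.

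**Figure D2:**
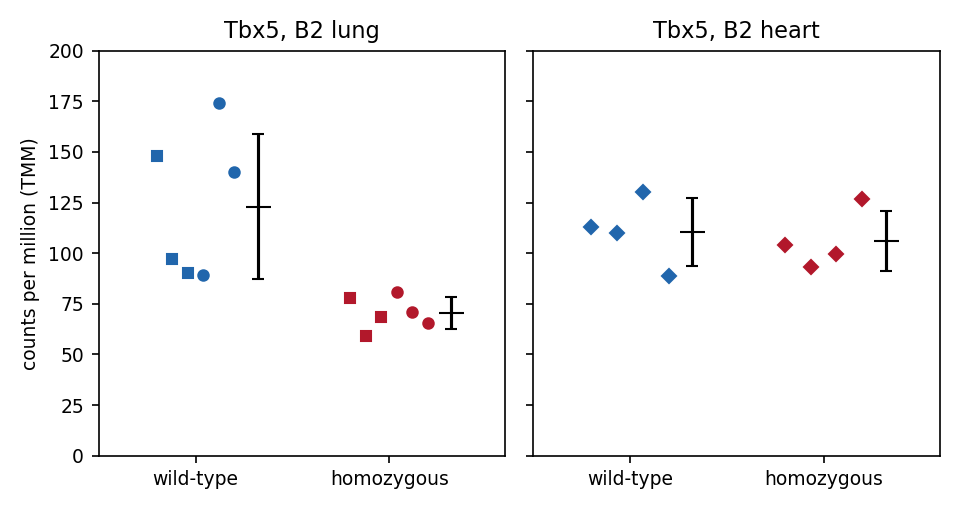
Tbx5 in CPM (y axis, from 0) in each B2 lung and each B2 heart, by genotype (x axis; blue wild-type, red homozygous). Squares are male, circles female and diamonds samples whose sex is not given, and bars show the mean ± SD. The homozygous lungs reach 81.0 CPM and the wild-type lungs begin at 89.3 CPM.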

Embryos homozygous-null for B2 displayed a 44% reduction in *Tbx5* in the lungs as compared to WT controls (*p*_adj_ = 0.04, Supplementary Figs. 5–6, Supplementary Data 5–6). Downregulation of *Tbx5* in embryos homozygous-null for B2 was further corroborated by assessing *Tbx5* expression by in situ hybridization at stage E11.5 (Supplementary Fig. 7). Embryos homozygous-null for B6 showed ~40% reduction of expression of three genes (*Meox2*, *Sostdc1*, and *Prkar2b* in the heart; *Meox2* in the developing face; *p*_adj_ = 0.04, Supplementary Fig. 5 and Supplementary Data 5). 

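In B6 homozygous hearts, Meox2, a homeobox gene of developing muscle, was at 0.115 ± 0.024 CPM (SD, n = 2) against 1.23 ± 1.27 CPM in wild-type hearts of the other lines (SD, n = 8). Sostdc1, which encodes a secreted antagonist of BMP and Wnt signals, was at 0.0465 ± 0.00353 CPM against 1.44 ± 1.25 CPM. Prkar2b, a regulatory subunit of protein kinase A, was at 22.0 ± 2.79 CPM against 28.9 ± 11.8 CPM. The log2 fold changes were -3.36 for Meox2 (standard error 1.53, adjusted p = 0.296 from edgeR), -4.79 for Sostdc1 (1.67, adjusted p = 0.231) and -0.40 for Prkar2b (0.42, adjusted p = 0.581). Meox2 and Sostdc1 were near the detection floor in heart, with 5 and 2 counts over both B6 hearts and 213 and 240 over the 8 wild-type hearts. The wild-type hearts were uneven. A16, A23 and A24 held 66, 43 and 71 of the Meox2 counts, while the B2 hearts A55 (3 counts of Meox2 and 1 of Sostdc1) and A59 (1 of Meox2) were as low as the B6 hearts. B7 homozygous hearts, which keep boundary B6, had 6 counts of Meox2 and 3 of Sostdc1. Their Prkar2b was higher than that of B6 hearts, with a log2 difference of B6 from B7 of -1.23 (95% interval -1.54 to -0.92 from edgeR, a comparison chosen after the values were seen). Markers of neighbouring tissue also differed between the hearts. The mean log2 CPM of Hox genes was -1.30 and -1.89 in the B6 hearts and between -1.21 and 2.27 in the wild-type hearts, and that of cranial and pharyngeal mesenchyme genes was 0.40 and 0.15 against 0.46 to 2.39. The calls depended on the controls and the tool. Over the list alone of the genes within 1 Mb of B6 and those the paper names for it, the adjusted p in edgeR was 0.127 for Meox2, 0.0513 for Sostdc1 and 0.513 for Prkar2b. Against the wild-type hearts of B5 alone, edgeR gave adjusted p-values of 0.00837 for Meox2, 0.0081 for Sostdc1 and 0.015 for Prkar2b, DESeq2 gave 0.0299 for Sostdc1 against all 8, and against those of B2 alone Prkar2b had a log2 fold change of 0.34. From these data, which sample a subset of tissues at a single time point, the paper proposes that losing a boundary by itself can change gene expression in particular tissues.

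**Figure D3:**
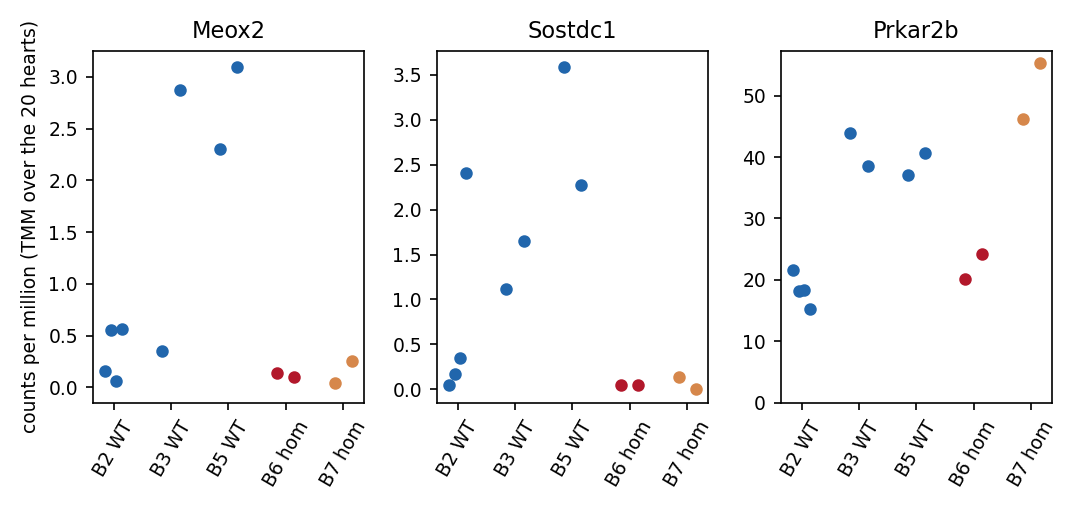
Meox2, Sostdc1 and Prkar2b in CPM (y axes, scaled over the 20 hearts) in each wild-type heart of B2, B3 and B5 and each homozygous heart of B6 and B7 (x axis). The B6 and B7 hearts lie at the bottom of the first 2 panels, while in the panel of Prkar2b the B7 hearts (46.2 and 55.3 CPM) lie above the B6 hearts (20.2 and 24.2 CPM).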

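In B2 hearts, Tbx5 was at 106 ± 14.6 CPM in homozygous and 111 ± 17 CPM in wild-type embryos (SD, n = 4 each). This is a log2 fold change of -0.06 (95% interval -0.33 to 0.20; exact permutation test, two-sided p = 0.714 over 70 arrangements), and it was 0.02 without A59. The effect of the genotype on Tbx5 was lower in lung than in heart by -0.75 on the log2 scale (standard error 0.26, 95% interval -1.30 to -0.19, unadjusted p = 0.0107). This fit kept the wild-type lungs E5420-07 and E5420-09, without which Tbx5 in lung had -0.59. The difference between tissues was not tested without them. Over the 16204 genes tested for such a difference between tissues, the adjusted p of Tbx5 was 1 in edgeR and 0 genes were called. In the face of B6 embryos, Meox2 was at 9.39 ± 2.18 CPM in homozygous and 18.7 ± 4.18 CPM in wild-type samples (SD, n = 2 each), a log2 fold change of -1 (standard error 0.23, 95% interval -1.54 to -0.46). Its adjusted p was 0.289 in edgeR, 0.0134 in DESeq2 and 0.0291 in edgeR over the list alone of the genes within 1 Mb of B6 and those the paper names for it. Over the genes within 2 Mb and 5 Mb it was 0.035 and 0.102 in edgeR. In edgeR it was 0.0149 without the homozygous sample A5, 0.00333 without the wild-type sample A27 and 4.36e-05 without the filter on low counts. Markers of other tissue were also lower in these faces. Skeletal muscle genes had a median log2 fold change of -0.68 over the 11 that Supplementary Data 5 does not name, and 14 Hox genes had -2.89. Whether the change in Meox2 goes beyond theirs was not tested. Sostdc1 was at 26.4 ± 2.00 CPM against 30.9 ± 0.897 CPM in the same faces, a log2 fold change of -0.23 (95% interval -0.53 to 0.07). Prkar2b was at 85.7 ± 3.82 CPM against 76.1 ± 0.723 CPM, a log2 fold change of 0.17 (95% interval -0.08 to 0.43). The difference between face and heart was not tested for B6, because the wild-type hearts are of other lines.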

While sampling only a subset of tissues at a single developmental timepoint, these data indicate that deletion of TAD boundaries alone can result in pronounced changes in tissue-specific gene expression.

Since most TAD boundary deletions did not result in fully penetrant embryonic lethality, we assessed postnatal phenotypes in lines with viable homozygous offspring (Fig. 4). In initial assessments of gross anatomy, morphology, and histology, the most remarkable phenotype observed occurred in mice homozygous for deletions of boundary B2, located between *Tbx5* and *Lhx5*, which show significantly reduced viability (Fig. 2a). Surviving knockout mice showed severely underdeveloped lungs, with a vestigial left lung (Fig. 4b). This phenotype is partially penetrant (12 out of 20 mice, or 60%) with higher rates observed in male homozygous mutants (82%) than females (33%). This lung anomaly is consistent with the downregulation of the nearby *Tbx5* gene in the developing lungs, as the phenotype has been observed in lung-specific knockouts of *Tbx5*^33^. 

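Genes of the early lung programme were measured in the same E11.5 lungs. Of 18 other lung mesenchyme genes tested, 13 were lower in homozygous lungs, with a median log2 fold change of -0.12 (quartiles -0.30 and 0.01), and 0 passed edgeR's test adjusted over the list alone. Among them, Tbx4, a T-box gene expressed with Tbx5, had a log2 fold change of -0.21, and the growth signals Wnt2 and Fgf10 had -0.30 and -0.29. Of 20 lung epithelium genes, 19 were lower, with a median of -0.35, and 1 passed the test adjusted over the list alone. It was Nkx2-1, the transcription factor that marks the lung endoderm, at 8.55 ± 0.783 CPM in homozygous and 16.4 ± 7.35 CPM in wild-type lungs (SD, n = 6 each). Its log2 fold change was -0.87 (standard error 0.23, adjusted p = 0.89 from edgeR over all genes). The epithelial regulators Sox9, Etv4 and Etv5 had log2 fold changes of -0.46, -0.64 and -0.32 and did not pass. The wild-type lungs E5420-07 and E5420-09 had the highest Nkx2-1, at 24.5 and 27 CPM, against 10.5 to 12.1 CPM in the other wild-type lungs. Without that pair the median of the epithelium genes was -0.16, with 6 that passed the test adjusted over the list alone, and that of the mesenchyme genes was -0.04. Over all lungs, the shifts of the epithelium and mesenchyme lists had adjusted p = 1.16e-09 and 0.0213 in limma's camera with a preset correlation. With an estimated correlation each had adjusted p = 0.844. Without the pair, camera gave adjusted p = 2.5e-06 and 0.645 with the preset correlation and 0.362 and 0.938 with an estimated one. Of 8 genes of the hedgehog response, 6 were lower, with a median of -0.15 and 0 past the test, and 5 were lower without E5420-07 and E5420-09, with a median of -0.02. These genes are named because their values were seen. Liver transcripts moved with the genotype in the same lungs. Of 18 tested, 17 were higher in homozygous lungs, with a median of 2.27, and 16 passed the test adjusted over the list alone (adjusted p = 0.844 with an estimated correlation); 7 of the 18 are named in Supplementary Data 5, so the list is not independent evidence. Alpha-fetoprotein (Afp) was at 128 ± 62.1 CPM against 19.8 ± 14.2 CPM, and apolipoprotein A-I (Apoa1) at 8.20 ± 4.30 CPM against 1.70 ± 0.896 CPM (SD, n = 6 each). The log2 fold change of Tbx5 was -0.71 in male lungs alone and -0.87 in female lungs alone, and the difference between the sexes was 0.19 (standard error 0.36, adjusted p = 0.821 from edgeR). That difference turned to -0.15 without E5420-07 and to -0.41 without that lung and E5420-09, both female and wild-type. All female wild-type lungs carry the code E5420 and no male lung does. Sex and embryo code can thus not be told apart among the wild-type lungs. No gene was called for a difference between the sexes in edgeR, but 1267 were without the wild-type lung E5420-06. That fit left only E5420-07 and E5420-09, the lungs that stood apart, as female wild-type lungs. Its calls can thus not be read as effects of sex. Xist, expressed from the inactive X chromosome, was at 17 to 335 CPM in lungs labelled female and 0.09 to 5.65 CPM in those labelled male.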

Closer examination of the B2 boundary revealed that a subregion of the deleted region shows a lung-specific enhancer signature in the ENCODE epigenomic atlas of regulatory sequences^34,35^ (Supplementary Fig. 8a). We tested this 852 bp subregion region in a transgenic mouse reporter assay and observed that it was sufficient to drive reporter gene expression in the developing lungs across multiple mouse embryonic stages. (Supplementary Fig. 8b and “Methods”). However, neither targeted deletion of the enhancer sequence in isolation nor deletion of the enhancer in conjunction with an immediately adjacent CTCF binding site resulted in the lung phenotypes observed upon deletion of the full B2 boundary region (Supplementary Fig. 9), indicating that loss of the lung enhancer embedded in the boundary region is not the primary cause of the observed lung phenotype.

**Fig. 4:**
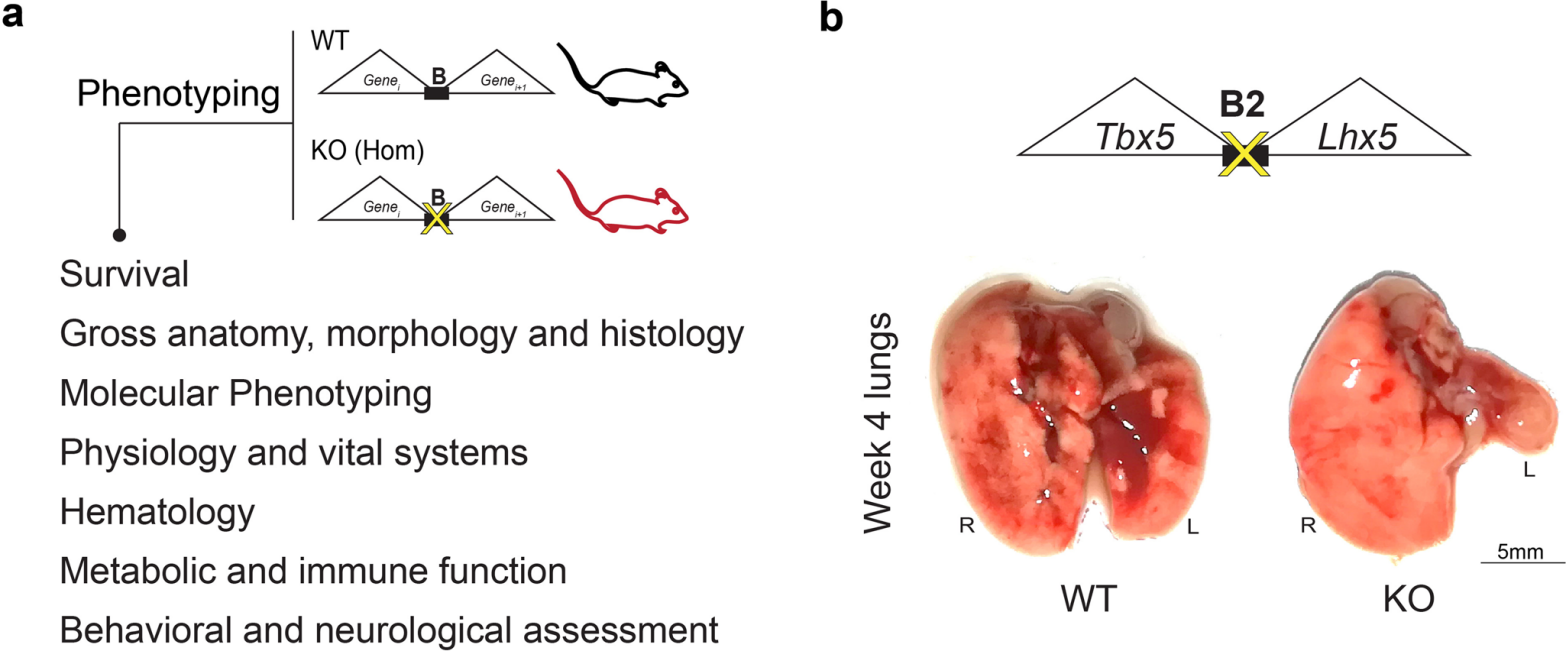
TAD boundary deletions result in developmental phenotypes. **a** Overview of comprehensive phenotypic assessment performed to characterize effects of TAD boundary deletion in vivo. **b** Homozygous mutants (KO) for TAD boundary deletion locus B2 show vestigial left lung. Scale bar, 5 mm.

A subset of the remaining lines (B3, B5, B6, B7) was selected for comprehensive phenotyping based on parameters defined by the International Mouse Phenotyping Consortium (IMPC)^36–38^. The assays included a standardized panel of general anatomical, histological and necropsy examinations, including 230 sensory, neurological and behavioral tests, 20 tests measuring cardiac function, 35 metabolic function tests, 20 hematological/immunological parameters, and 36 musculo-skeletal tests, performed in 7–12 sex- and age-matched pairs of control and homozygous knockout mice from each line (>6000 data points across 350 total measurements; Fig. 4a, Supplementary Fig. 10 and Supplementary Data 7). These systematic phenotyping efforts identified 30 additional parameters with individually significant deviations from wild-type controls (Supplementary Data 7). However, due to the limited sample size and the large number of parameters assessed, these initial observations are generally not significant after correction for multiple hypothesis testing. Nevertheless, in conjunction with the independently observed viability, chromatin, and expression phenotypes in these lines, these data provide leads for further in-depth characterization.

## Discussion

TAD boundaries have been hypothesized to be critical for normal genome function based on their known molecular roles in defining regulatory territories along chromosomes and in preventing enhancer-promoter interactions between adjacent chromatin domains. This notion was supported by observations of disease phenotypes associated with structural mutations that include TAD boundaries, although in most cases in combination with adjacent genomic features such as regulatory sequences or protein-coding genes^2,8,39,40^. To assess their general requirement for normal genome and organism function, we performed targeted genomic deletions of eight TAD boundaries in mice, using the canonical features of TAD boundaries based on molecular signatures (location between TADs; CTCF and cohesin binding sites) to select the end points of each deletion. We focused on genome regions that included genes with known developmental roles to facilitate the detection of possible phenotypes. Remarkably, all eight TAD boundary deletions resulted in abnormal molecular or organismal phenotypes (summarized in Fig. 5). This included seven lines showing alterations to chromatin interactions within or across neighboring TADs, two lines with substantial alterations of expression level of neighboring gene(s), five lines displaying complete or partial embryonic lethality, and one line showing defects in lung development.

**Fig. 5:**
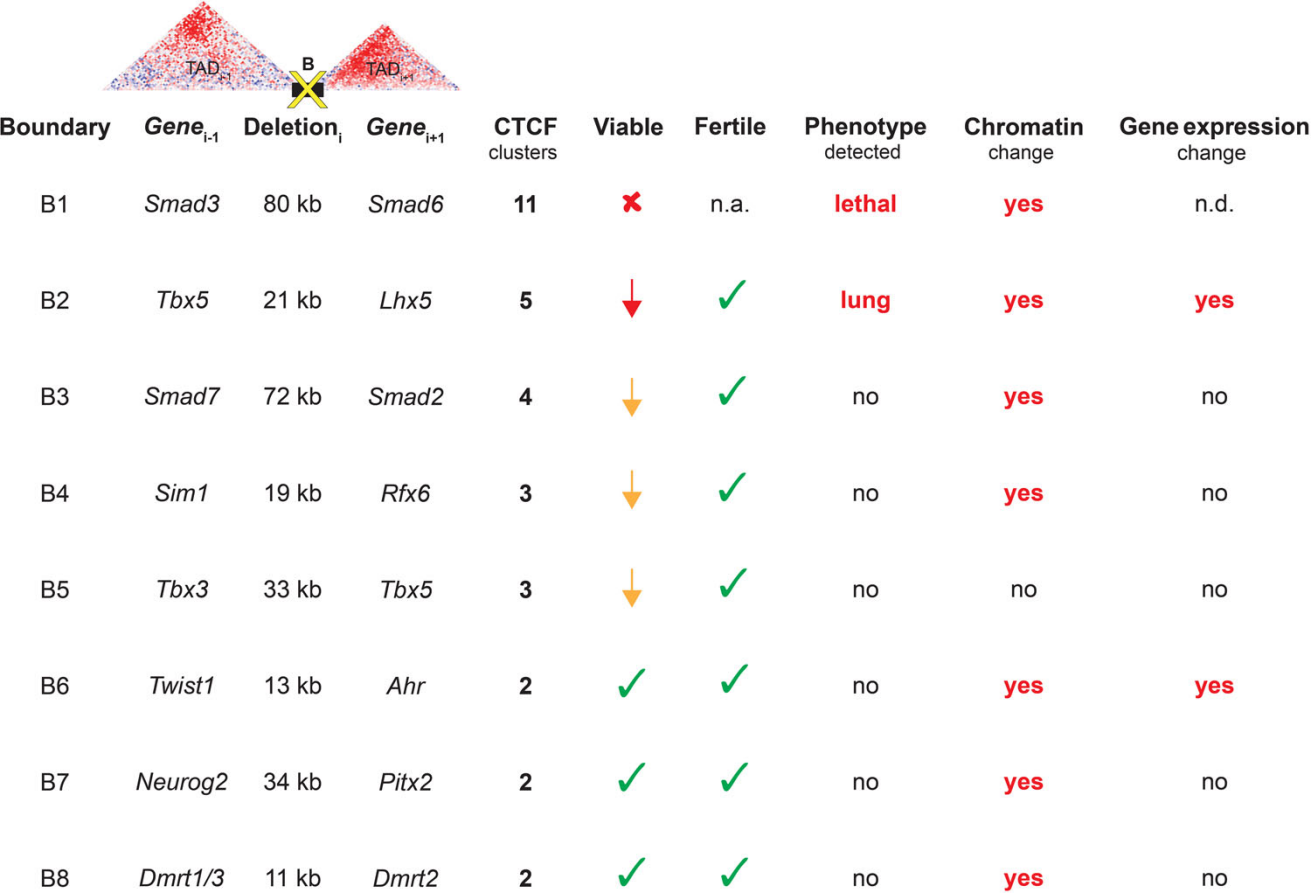
Summary of findings. Columns show specific TAD boundaries (B1–8) deleted in this study, key developmental genes within the flanking TADs (Gene_i-1_ and Gene_i+1_), approximate boundary deletion sizes (Deletion_i_), and the number of putative CTCF clusters deleted. All data in subsequent columns are summaries of phenotypic information for mice homozygous for the respective TAD boundary deletions. These include effects on viability (fully lethal in red cross mark, subviable shown in red or yellow arrow to indicate magnitude of effect, no deviation from expected Mendelian ratios shown in green check marks), fertility of both male and female homozygous animals (at least three homozygous males and three homozygous females were assessed for reproductive fitness, green check marks indicate fertile animals), and overt physiological phenotypes observed. Column for chromatin change indicates presence of significant DI changes and/or significant alterations to intra-domain chromatin contact frequencies in the flanking TADs, assessed by Hi-C. The last column indicates whether significant expression changes were observed for genes in the vicinity of the deleted TAD boundary. n.a. not applicable, n.d. not determined.

Of the seven TAD boundary deletions that showed alterations in chromatin interactions, four resulted in merging of the neighboring TADs in the respective knockout lines (B1–3, B6), indicating severe disruption of boundary function. In the remaining cases, the adjacent TADs remained overall intact despite having deleted the TAD boundary region as defined by canonical TAD features. This implies that current approaches for defining the outer borders of domain boundary elements may be imperfect and that additional local determinants may play instructive roles in chromatin domain formation and maintenance. Intriguingly, we observed reduced viability in two lines (B4, B5) in the absence of merged TADs, suggesting functional impacts of boundary deletions that are independent from the merging of neighboring domains. This is well aligned with the notion that even subtle changes in three-dimensional chromatin structure may result in substantial changes in local gene expression^41^. Our results point to regulatory or other functional impacts of boundary deletions that occur in the absence of the complete merging of neighboring domains. For example, the loss of boundary B4 does not result in domain merging but does lead to decreased organismal viability, which presumably results from subtle changes in chromatin structure and downstream regulatory mechanisms.

Concomitant to the changes in chromatin conformation, we observe changes in gene expression for specific tissues at the time point examined for two (B2 and B6) of seven TAD boundary loci. For deletion B6, genes with altered expression (*Meox2*, *Sostdc1*, *Prkar2b*) are in regions without significant changes in the three-dimensional context as compared to the wild-type configuration. 

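In the files' build (mm10), Sostdc1 lies on chromosome 12 from 36314139 to 36318452, 1.12 Mb from the B6 deletion and past Ahr. Meox2 (37108540 to 37179534) lies 1.91 Mb away on the same side. Prkar2b (31958476 to 32061296) lies 3.12 Mb away on the other side, beyond Twist1. Genes much nearer to the deletion were also measured. Snx13, a sorting nexin gene (35047186 to 35147479), lies 33.9 kb from it and was at 42.7 ± 0.0961 CPM in B6 homozygous hearts (SD, n = 2) and 26.7 ± 5.44 CPM in wild-type hearts of other lines (SD, n = 8). Hdac9, a class IIa histone deacetylase gene (34047580 to 34917095), lies 264.2 kb away and was at 35.0 ± 3.17 CPM against 18.6 ± 5.42 CPM. Their log2 fold changes were 0.68 (standard error 0.21, 95% interval 0.22 to 1.13) and 0.91 (0.27, 95% interval 0.31 to 1.5). Neither was called over all genes in edgeR (adjusted p = 0.206 for Snx13 and 0.198 for Hdac9), and both had an adjusted p of 0.022 when adjusted over the list alone of genes within 1 Mb, 0.044 within 2 Mb and 0.088 within 5 Mb. In B6 heart 16.8% of the other genes had an unadjusted p under 0.05, against 2 of 6 within 1 Mb (Fisher's exact test, p = 0.268). The values over the list alone thus do not set these genes apart from the rest of the genome. In B6 faces, which have wild-type samples of their own line, the log2 fold changes were -0.02 for Snx13 (95% interval -0.30 to 0.27) and 0.19 for Hdac9 (95% interval -0.28 to 0.67). Both genes are named because their values were seen.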

One possible explanation is that more subtle changes to subtopologies nested within flanking TADs were not detected at the resolution of our conformation data, but are sufficient to disrupt interactions between regulatory elements and promotors of dosage-sensitive genes^42,43^.

For mice with a homozygous deletion of boundary B1, fully penetrant embryonic lethality was observed. While the exact developmental process affected was not assessed in this study, this result demonstrates a critical role of this boundary for viability and normal development. Boundary B2 deletion caused a pronounced lung malformation that recapitulates a phenotype associated with the lung-specific deletion of the nearby *Tbx5* gene^33^. Intriguingly, this boundary contains a developmental lung enhancer in the immediate vicinity of a major CTCF binding site but neither deletion of the enhancer, nor deletion of the CTCF site, nor deletion of these two small subregions in combination recapitulates the phenotype observed upon deletion of the complete B2 boundary region. This observation reinforces the possibility that critical molecular functions are embedded across the length of the extended TAD boundary region, which may include the presence of additional, functionally redundant lung enhancer elements^44^ that are affected by the B2 deletion. Our findings highlight the need for a better understanding of the spatial delimitations of boundary regions within the genome. For TAD boundary loci where we observe deviations from normal viability but identified no other obvious physiological phenotypes (B3–5), the molecular mechanisms underlying the survival phenotypes remain to be established. While we performed a reasonably comprehensive survey to assess possible gene expression and organismal phenotypes, we cannot exclude the presence of additional gene expression or other phenotypic changes that manifest at developmental time point or in a tissue or environmental condition other than those examined. We also cannot exclude the presence of very subtle phenotypes, for example changes in developmental timing.

The boundary deletions performed in this study caused a spectrum of phenotypes, ranging from severe (complete embryonic lethality) to mild (molecular phenotypes only). Likewise, the chosen boundaries ranged widely in the number of CTCF clusters present, from two in boundaries that caused altered chromatin interactions or gene expression changes only, to three to five in the boundaries that cause reduced viability, to 11 CTCF clusters in the boundary that caused the most severe phenotype. The dosage of CTCF at TAD boundaries is known to affect the formation of TADs^22,45,46^, and while the number of boundaries studied here is too small to establish a statistically robust correlation, it is tempting to speculate that deletions of boundaries with more CTCF sites tend to cause more pronounced phenotypes.

Our findings have important implications for interpreting human whole genome sequencing data in clinical genetic settings. Position effects ensuing from large structural variations are well known in human genetics^47^ but it is often difficult to disconnect such deletions and/or rearrangements of functional sequences, such as protein-coding genes and enhancers, from effects that are due to removal of boundary sequences. Remarkably, none of the eight regions deleted from the mouse genome in this study is completely deleted in ~760,000 available human genomes, consistent with their functional importance (gnomAD-SV v2.1^48^ and rCNV2^49^). A critical future goal will be to determine the relationship between human mutations within the thousands of genome-wide TAD boundaries and their impact on human phenotypic variation and disease. The present study indicates that removal of the relatively small TAD boundary sequences themselves causes molecular or organismal phenotypes and, therefore, structural variants that include TAD boundary deletions in human patients should be considered as potential causes of pathogenicity.

## Methods

### ENCODE ChIP-seq data analysis and prioritization of TAD boundary deletion loci

Previously published chromosome conformation capture data was used for combined analyses and selection of TAD boundary deletion loci in this study, wherein TAD boundary calls were based on the maximum enrichment of CTCF at the TAD borders and their consistency across cell-types^10^. Over 3300 genome-wide annotated TAD boundaries^5,10^ were then ranked on a weighted score (see Supplementary Fig. 1), encompassing strength of insulation based on CCCTC-binding factor (CTCF) occupancy, co-occupancy of subunits of the cohesin complex and the transcription factor Znf143^31^ and CTCF-binding conservation at orthologous regions in four different mammalian species^32^ (Fig. 1, Supplementary Fig. 1). We analyzed ~100 individual ChIP-seq datasets to this effect (listed in Supplementary Data 1). CTCF-bound sites genome-wide were spatially clustered and individually scored based on the criteria highlighted above within regions 40 kb upstream and downstream of each TAD boundary. An overall score for each boundary was devised based on the intervening bound CTCFs, excluding boundaries overlapping protein-coding genes, thus enabling unambiguous interpretation of the functional necessity of TAD boundaries in mammalian development. Furthermore, boundaries where flanking TADs harbored genes encoding transcription factors important for development and preferentially (to the extent possible) showing a divergent pattern of tissue-specific expression were prioritized for in vivo deletion. Our selection criteria did not factor in the directionality of CTCF motifs when selecting TAD boundary loci for deletion (Supplementary Fig. 1).

### Experimental design of mouse studies

All animal work was reviewed and approved by the Lawrence Berkeley National Laboratory Animal Welfare Committee. Mice were monitored daily for food and water intake, and animals were inspected weekly by the Chair of the Animal Welfare and Research Committee and the head of the animal facility in consultation with the veterinary staff. The LBNL ACF is accredited by the American Association for the Accreditation of Laboratory Animal Care (AAALAC). TAD boundary knockouts were performed in *Mus musculus* FVB strain mice with an exception for TAD boundary B1 where heterozygous-null mice in a mixed strain background (Cast/Eij and FVB) were necessary to be generated specifically for conducting the Hi-C assays. Mice across developmental stages from embryonic day 10.5 through P0, as well as mice between weeks 4–16 were used in this study. Animals of both sexes were used in the analysis. Sample size selection and randomization strategies are included in individual method sections. Unless otherwise stated, all phenotyped mice described in the paper resulted from crossing heterozygous TAD boundary deletion mice together to allow for the comparison of matched littermates of different genotypes. Samples were dissected and processed blind to genotype where applicable.

### Generation of TAD boundary deletion mice, and specific regulatory sequence deletions for TAD boundary B2

Transgenic mice were generated using the *Mus musculus* FVB strain and a standard CRISPR/Cas9 microinjection protocol^50^. Briefly, Cas9 protein (Integrated DNA Technologies catalog no. 1081058) at a final concentration of 20 ng/μl was mixed with sgRNA targeting the intended locus (50 ng/μl, for all sgRNAs combined), in microinjection buffer (10 mM Tris, pH 7.5; 0.1 mM EDTA). The mix was injected into the pronuclei of single cell stage fertilized FVB embryos obtained from the oviducts of super-ovulated 7–8 weeks old FVB females mated to FVB males (See Supplementary Data 8 for sgRNA sequences). The injected embryos were then cultured in M16 medium supplemented with amino acids at 37 °C under 5% CO_2_ for ~2 h. The embryos were subsequently transferred into the uteri of pseudo-pregnant CD-1 surrogate mothers. Founder (F0) mice were genotyped using PCR with High Fidelity Platinum Taq Polymerase (Thermo Fisher) to identify those with the desired NHEJ-generated deletion breakpoints. Sanger sequencing was used to identify and confirm deletion breakpoints in F0 and F1 mice (Supplementary Fig. 11, Supplementary Data 8 for CRISPR sgRNA templates and Supplementary Data 9 for primer sequences and PCR amplicons). Between one and four F0 founders were obtained for each of the TAD boundary deletion loci, each of which were simultaneously assayed for possible inversions by PCR. Only those F0 founders that harbored clean deletion alleles were backcrossed to wild-type mice and bred to procure F1 heterozygous mice. Given that each of the deletions across founders were consistent in the NHEJ-mediated deletion span, only one founder line for each locus was eventually selected to expand breeding for experiments in this paper. Additional confirmation and visualization of the deleted TAD boundaries is evident in Hi-C contact matrices resulting from Hi-C experiments on tissue from homozygous TAD boundary mutants compared to wild-type mice (Supplementary Fig. 11).

Generation of deletion mice for selected regulatory sequences within TAD boundary B2 encompassed individual deletions of a lung enhancer (enhancer Δ), an adjacent CTCF site (CTCF Δ) and deletion of the enhancer along with the CTCF site (enhancer+CTCF Δ) as control. These mice were generated identical to the methods described above and details are provided accordingly (Supplementary Fig. 12, Supplementary Data 8 for CRISPR sgRNA templates and Supplementary Data 9 for primer sequences and PCR amplicons).

In addition, mice heterozygous for TAD boundary B1 were used for conducting Hi-C assays for this TAD boundary knockout line. However, to circumvent the problem of distinguishing the alleles bioinformatically, mice in a mixed stain background were necessary to assess the changes in Hi-C contacts upon boundary deletion. To this end, we obtained wild-type Cast/Eij mice from the Jackson Laboratory and crossed these with our existing FVB mice that were heterozygous for the TAD boundary deletion B1. The heterozygous mice resulting from these crosses resulted in TAD boundary B1 heterozygous animals that harbored Cast/Eij background for the wild-type allele and concomitant FVB background for the deletion allele.

The described mouse lines are made available through the Mutant Mouse Resource and Research Center, www.mmrrc.org, and can be found in the MMRRC catalog using the regulatory region symbol, or the Research Resource Identifiers (RRID) (Supplementary Data 10).

### Assessment of Mendelian segregation and viability

Sample sizes were selected empirically based on our previous studies^44,51^. Mendelian segregation was initially assessed postnatally on animals resulting from heterozygous crosses, thus allowing for comparison of matched littermates of different genotypes. Where applicable, Mendelian ratios were assessed in embryological time points as necessitated by the phenotype on a case-by-case basis. For TAD boundary B1, although we have rarely obtained homozygous-null mutants at E13.5, no viable homozygous-null embryos were observed by E10.5 in a systematic assessment of Mendelian segregation in  213 embryonic samples harvested between embryonic days 8.5-15.5 for this knockout line (Supplementary Data 4).

### In situ Hi-C library generation

Hi-C experiments were performed on ex vivo liver tissue from male mice at post-natal day 56. Upon euthanasia, liver samples were harvested, flash frozen in liquid nitrogen and pulverized before 1% formaldehyde cross-linking for 15 min. Thawed crosslinked tissue was dissociated by a gentleMACS Tissue Dissociator using the factory-set program and filtered through a 40 µm BD-cellstrainer. Cell pellets were centrifuged at 1000 × *g* for 6 min at 4 °C and overlaid with 3 ml 1 M sucrose. The suspension was centrifuged at 2500 × *g* for 6 min at 4 °C. Pelleted nuclei were resuspended in 50 μL 0.5% SDS and incubated for 10 min at 62 °C. SDS was quenched by adding Triton X-100 and incubation for 15 min at 37 °C. Chromatin was digested using MboI (100U; NEB) at 37 °C overnight with shaking (1000 rpm). The enzyme was inactivated by heating 20 min at 62 °C. Fragmented ends were labeled with biotin-14-dATP (Life Technologies) using Klenow DNA polymerase (0.8 U μl^−1^; NEB) for 60 min at 37 °C with rotation (900 rpm). Ends were subsequently ligated for 4 h at room temperature using T4 DNA Ligase (4000 units; NEB). Reverse crosslinking was performed using Proteinase K (1 mg, NEB) and incubation at 55 °C overnight. The digestion efficiency and ligation efficiency were checked by gel electrophoresis. Next, DNA was purified by using ethanol precipitation and sheared using a Covaris Focused-ultrasonicator (M220; duty cycle: 10%; Power: 50, Cycles/burst: 200, Time: 70 s). After size selection and purification using SPRI beads (Beckman Coulter), DNA was biotin pulled-down using Dynabeads MyOne Streptavidin T1 beads (Life Technologies). Finally, sequencing libraries were prepared on T1 magnetic beads, and final PCR amplification was performed for seven cycles based on qPCR analysis. Bead-purified libraries were quantified with a Qubit and then diluted for size distribution assessment using High Sensitivity D1000 ScreenTape on a TapeStation (Agilent).

Hi-C was performed on two biological replicates each for both homozygous-null and control samples for each of the TAD boundary deletion loci B2–8. For TAD boundary B1, Hi-C was performed on two biological replicates that were heterozygous-null for the boundary deletion and one wild-type sample, and all these samples were generated from mixed-strain (Cast/FVB) background mice for the following reasons (i) the early embryonic lethality of homozygous mutants for this mouse line, (ii) the requirement of large amount of tissue for performing Hi-C experiments, (iii) limitations of using heterozygous mutants in isogenic FVB background for Hi-C experiments, as these would make allele-specific downstream analyses problematic. Details on generating these mice are described in “Methods”.

### Hi-C data analysis

The Hi-C data processing pipeline is available at https://github.com/ren-lab/hic-pipeline. Briefly, with respect to TAD boundary loci B2–8, Hi-C reads were aligned to the mouse mm10 reference genome using BWA-MEM^52^ for each read separately, and then paired. For TAD boundary locus B1, where tissue from animals in a mixed strain background were used, we constructed both Cast and FVB genome sequences using the SNP information, then used BWA-MEM^46^ to align the raw reads to both Cast and FVB genome sequence; next, for each read, we compared the two mapping qualities and the mapped length, we chose the mapping results with higher scores. Beyond this analyses step, downstream analyses for all TAD boundary loci followed the same standards. For chimeric reads, only 5′ end-mapped locations were kept. Duplicated read pairs mapped to the same location were removed to leave only one unique read pair (MarkDuplicates in Picard package). The output bam files were transformed into juicer file format for visualization in Juicebox^53,54^. Contact matrices were presented as observed/expected contacts at 25-kb resolution and normalized using the Knight–Ruiz matrix balancing method^55^. Directionality index for each sample was also generated at 25-kb resolution^5^. Insulation score for each sample was generated at 25-kb resolution with 500-kb square^56^. For data in Fig. 3, Directionality Index (DI) scores of five bins on the right and five bins on the left were averaged, prior to calculating the difference. A higher DI delta score indicates a stronger boundary. A Wilcoxon rank-sum test was performed between KO and WT samples using DI delta scores, and a *p*-value ≤ 0.05 considered significant. As a negative control, the same statistical test was performed on ~2900 TAD boundaries that do not overlap with deletions, and differences between WT and KO samples were assessed by the same statistical test, using a significance threshold of *p* ≤ 0.05.

We did not observe any other boundaries genome-wide that showed a significant difference in DI delta score that exceeded that of deleted boundaries B2, B3, B4, B6, and B8, for which we had observed significant changes in DI delta score. Twelve boundaries (0.4%) genome-wide showed changes that were significant (*p* ≤ 0.05) and were quantitatively the same or exceeded those observed at deleted TAD boundaries B5 and B7, for which we did not observe significant changes in DI delta score (*p* > 0.05; Fig. 3 and Supplementary Fig. 4. Interaction frequencies between genomic loci were additionally visualized on Juicebox (Supplementary Fig. 4)^53,54^.

### RNA-seq and quantitative real time PCR

A panel of tissues including forebrain, midbrain, hindbrain, face, heart, upper and lower limbs and neural tube was collected in a standardized manner at E11.5 from homozygous mutants as well as littermate wild-type embryos for each of the TAD boundary deletion loci^34^. Samples were suspended in 100 μl of commercially available (Qiagen) RLT buffer. Total RNAs were isolated by using the Qiagen RNeasy Mini Kit (catalog no. 74104). A set of two relevant tissue types was further selected for each of the TAD Boundary deletion loci B2-B8 and processed for RNA-seq libraries in a standardized manner. Sequencing libraries were prepared by Novogene, and sequenced on an Illumina NovaSeq6000 (150 bp, paired-end). RNA-seq data was analyzed using the ENCODE Uniform Processing Pipelines (https://www.encodeproject.org/pipelines/) implemented at DNAnexus (https://www.dnanexus.com). Using the ENCODE RNA-seq (Long) Pipeline – 1 (single-end) replicate pipeline (code available from https://github.com/ENCODE-DCC/rna-seq-pipeline), reads were mapped to the mouse genome (mm10) using STAR align (V2.12). Genome-wide coverage plots were generated using bam to signals (v2.2.1). Gene expression counts were generated for gencode M4 gene annotations using RSEM (v1.4.1). Differential expression analyses were performed by using the DESeq program in the R Statistical Package https://bioconductor.org/packages/3.3/bioc/vignettes/DESeq/inst/doc/DESeq.pdf^57,58^. 

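In B6 face, 9 genes fell and 2 rose in homozygous embryos in edgeR (n = 2 each). They include components of cartilage and connective tissue matrix. Aggrecan (Acan), the main proteoglycan of cartilage, was at 0.329 ± 0.144 CPM against 6.64 ± 1.2 CPM, matrilin 4 (Matn4) at 5.68 ± 0.185 CPM against 27.2 ± 3.93 CPM and fibrillin 2 (Fbn2), a microfibril protein, at 86.0 ± 19.4 CPM against 235 ± 3.82 CPM. Their log2 fold changes were -4.35 (standard error 0.37, adjusted p = 0.0243 from edgeR), -2.26 (0.18, adjusted p = 0.0243) and -1.45 (0.17, adjusted p = 0.0491). In wild-type faces of B3, B5 and B7, Acan was at 1.04, 1.43 and 2.31 CPM, Matn4 at 10.4, 9.96 and 13.2 CPM and Fbn2 at 119, 143 and 199 CPM. The wild-type B6 faces were above and the homozygous B6 faces below all of these. How much of each difference lies in high wild-type B6 faces was not tested. Fibromodulin (Fmod, -1.74) and C1qtnf3 (-3.92), a secreted protein of cartilage, also fell (adjusted p = 0.0491 from edgeR for each). So did the mitochondrially encoded subunits of complex I mt-Nd4 (-1.54), mt-Nd5 (-1.51) and mt-Nd6 (-1.58), at the same adjusted p. The last pair overlap on opposite strands, so their reads may be shared. In B7 face, Tbx20, a transcription factor of heart and cranial motor neurons, rose from 0.689 ± 0.179 to 7.42 ± 0.0612 CPM, a log2 fold change of 3.4. Spon1 (1.25), which encodes F-spondin of the floor plate, and embryonic globin Hbb-bh1 (1.12) rose as well, and mt-Nd6 fell by 1.05. Each of these 4 had an adjusted p of 0.0252 from edgeR. In B3 face, Mid1 on the X chromosome (169685199 to 170005736), a ubiquitin ligase gene of the midline, was at 92.1 ± 5.45 CPM in homozygous and 20.2 ± 3.94 CPM in wild-type samples (log2 fold change 2.18, standard error 0.12, adjusted p = 0.00347 from edgeR). Wild-type faces of B5, B6 and B7 had 61.0, 75.9 and 67.8 CPM of Mid1, so the wild-type B3 faces were the low ones. In B3 hearts Mid1 was at 77.8 CPM in homozygous and 12.8 CPM in wild-type samples, against 49.1 and 38.7 CPM in wild-type B2 and B5 hearts. Whether the deletion raised Mid1 or the wild-type B3 embryos were unusually low was not tested. Antisense genes overlap Mid1. By Xist and Y-linked genes both wild-type B3 faces read as female. Mid1 was at 96 CPM in the homozygous face A9, which reads as female, and 88.3 CPM in A11, which reads as male. In B8 neural tube, Prph (chromosome 15, 99055174 to 99058978), the intermediate filament of peripheral and motor neurons, fell from 41.7 ± 3.51 to 11.9 ± 2.51 CPM (log2 fold change -1.80, standard error 0.17, adjusted p = 0.0356 from edgeR). None of these genes lies within 1 Mb of the deletion in its line. Over all comparisons there were 21 calls, which also include 1 gene without a symbol in B4 midbrain, another in B3 face, Rsc1a1 in B8 neural tube and the pseudogenes and Gm11808 in B6 face. All 21 were also called by DESeq2 and without the filter on low counts, 15 with RLE factors, 2 in a joint fit of all libraries and 14 when each library was left out in turn. The 7 that were lost when a library was left out are the 5 in B7 face and the 2 without a symbol.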

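The calls per comparison depended on single samples and on the tool. B6 face had 11 calls from edgeR and 164 from DESeq2, and the count in edgeR was 54 without A7, 92 without A28, 301 without A27 and 400 without A5. B7 face had 5 and 91, with 1 without A26, 4 without A25, 262 without A1 and 634 without A3. B3 face had 2 and 15, with 3 without A15, 7 without A9, 11 without A13 and 20 without A11. B8 neural tube had 2 and 30, with 11 without A34, 29 without A36, 47 without A33 and 1016 without A35. B4 midbrain had 1 and 25, with 0 without A38 or A40, 7 without A39 and 550 without A37. edgeR called 0 genes in B2 heart (696 at an unadjusted p under 0.05; 11 in DESeq2), B2 lung (481; 12), B3 heart (1406; 94), B4 gut (1054; 91), B5 face (493; 16), B5 heart (113; 10), B6 heart (2613; 685), B7 heart (1492; 97) and B8 forebrain (831; 17). In B4 gut it called 30 without A41, 35 without A43, 160 without A42 and 531 without A44. In B5 face it called 5 without A17, 34 without A19, 90 without A18 and 1170 without A20, and in B8 forebrain 8 without A32, 15 without A30, 328 without A31 and 757 without A29. It called 1 without A60 in B2 heart, 1 without E5420-05 in B2 lung, 243 without A14 in B3 heart, 918 without A22 in B5 heart and 87 without A14 in B6 heart. With a sample left out of a pair, the lone sample was assumed to vary like the others.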

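Gene lists were compared in the faces of B6 and B7, and for each list given here limma's camera had an adjusted p of 0.844 with an estimated correlation. In B6 face, all 23 extracellular matrix genes were lower, with a median log2 fold change of -0.51, and 15 passed edgeR's test adjusted over the list alone (2 over all genes). Collagen I (Col1a1) was at 196 ± 36.3 CPM against 427 ± 28.5 CPM, and fibronectin (Fn1) at 175 ± 53.4 CPM against 404 ± 12.8 CPM (SD, n = 2 each). All 20 skeletal muscle genes were lower as well, with a median of -0.93 and 13 past the test adjusted over the list alone. Of them, muscle actin Acta1 had a log2 fold change of -1.55 and the myosin light chain Mylpf -1.33. Of 15 genes of cardiomyocytes, many of which skeletal muscle also expresses, 14 were lower, with a median of -1.02 and 9 past that test. Hox genes, which are expressed behind the face, were lower in the same faces, 14 of 14 with a median of -2.89 (the same with 2 members at 0 in homozygous faces put at their bound) and 10 past the test. Mitochondrially encoded genes took 0.66% and 0.48% of the counts of the homozygous faces and 1.17% and 1.06% of the wild-type faces. In B7 face their shares were 0.84% and 0.79% against 1.15% and 1.09%, with 14 of 15 lower and 11 past the test adjusted over the list alone. There, 18 of 20 neuronal genes were higher, with a median of 0.50 and 12 past the test adjusted over the list alone. Neurofilaments Nefm and Nefl had log2 fold changes of 0.67 and 0.76. Of 23 extracellular matrix genes 22 were lower there (median -0.53, 10 past the test), and of 27 genes of cranial and pharyngeal mesenchyme 22 were lower (median -0.27, 10 past the test), among them Osr2 (-1.24) of the palate. Hox genes differed there in the other direction, with 15 of 17 higher (median 1.11, 5 past the test). Of 13 erythroid genes 11 were higher in B7 face (median 0.33, 4 past the test). Of the members tested, Supplementary Data 5 names 9, 9, 3, 4 and 9 of the matrix, skeletal muscle, cardiomyocyte, Hox and mitochondrial lists for B6 face, and 5, 2, 4, 1, 2 and 7 of the neuron, matrix, cranial mesenchyme, Hox, erythroid and mitochondrial lists for B7 face, so these counts are not independent evidence. Over the members it does not name, 6 of 14 matrix and 4 of 11 skeletal muscle genes passed in B6 face, and 7 of 15 neuronal and 8 of 21 matrix genes in B7 face. Members outside the called genes are named because their values were seen.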

Statistically significant differentially expressed genes for relevant tissues for each TAD boundary deletion locus are listed in Supplementary Fig. 5, and Supplementary Data 5. RNA-seq experiments were performed on two biological replicates each for homozygous mutants, as well as wild-type controls.

Quantitative PCR analysis of key developmental genes in the vicinity of each TAD boundary in a larger panel of E11.5 tissues did not identify any additional significant changes in gene expression (Supplementary Fig. 6, and Supplementary Data 6). For the comprehensive panel of tissues collected, RNA was isolated as described above and cDNA was synthesized using Omniscript RT (Qiagen catalog no. 205111) per standard methods. qPCR assays were performed for at least two genes, each in TADs immediately flanking the deleted boundary. Taqman Assay reagents (Life Technologies) were used for all targets including genes that were used to normalize expression levels. Taqman assays (Roche Applied Science) with gene-specific primer sequences were generated using the manufacturer’s online algorithm and are listed in Supplementary Data 11. All amplicons span exon-exon junctions to prevent amplification of genomic DNA. 30 μl assays dispensed in TaqMan Universal PCR 2X master mix (Applied Biosystems) were performed on LightCycler 480 (Roche) according to manufacturer’s instructions. All Ct values were manually checked. Relative gene expression levels were calculated using the 2^−ΔΔCT^ method^59^ normalized to the *Actb* housekeeping gene, and the mean of wild-type control samples was set to 1. At least three independent mutant samples and littermate and stage matched controls were assessed for each genotype/condition. 

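RNA-seq gave these values for genes beside B3, B5 and B7. At B3, whose deletion lies on chromosome 18 from 75714637 to 75786704, the flanking genes encode the TGF-beta signal transducer Smad2 (76241580 to 76310963) and the inhibitor Smad7 (75367529 to 75395935). Smad2 was at 71.1 ± 5.22 CPM in homozygous and 76.8 ± 0.941 CPM in wild-type face and at 65.2 ± 4.40 and 63.0 ± 0.262 CPM in heart (SD, n = 2 each). Its log2 fold changes were -0.11 (95% interval -0.28 to 0.06) and 0.05 (95% interval -0.23 to 0.33). Smad7 was at 48.2 ± 11.4 CPM against 45.7 ± 7.15 CPM in heart, with log2 fold changes of 0.05 in face (95% interval -0.28 to 0.37) and 0.08 in heart (95% interval -0.43 to 0.59). At B5 (chromosome 5, 119710403 to 119744254), Tbx3 lies 25.7 kb and Tbx5 88.4 kb from the deletion. In face Tbx3 was at 70.6 ± 6.58 CPM against 64.0 ± 10.7 CPM, a log2 fold change of 0.14 (95% interval -0.19 to 0.47), and Tbx5 had few counts (1.6 ± 0.486 against 1.72 ± 0.888 CPM). In B5 hearts the intervals were wide. Tbx5 was at 56.1 ± 27.9 CPM against 95.8 ± 27.9 CPM, a log2 fold change of -0.77 (95% interval -1.90 to 0.36), with -0.33 without A21 and -1.41 without A22 (adjusted p = 0.661 and 0.05 from edgeR). Tbx3 had -0.28 (95% interval -1.90 to 1.33), with 0.18 without A22 and 0.54 without A24. The homozygous heart A21 had both Xist (156 CPM) and Y-linked genes (24.1 CPM for Ddx3y), and its mean log2 CPM of cranial and pharyngeal mesenchyme genes was 5.24, above the other hearts. Hox genes were lower in the same hearts, with 17 of 17 lower, a median of -2.10 and 8 past edgeR's test adjusted over the list alone (adjusted p = 0.844 with an estimated correlation); Supplementary Data 5 names 3 of them. At B7 (chromosome 3, 127970279 to 128004520), the neurogenic factor Neurog2 (127633135 to 127635631) was at 10.3 ± 9.37 CPM against 6.13 ± 0.593 CPM in face, a log2 fold change of 0.74 (95% interval -0.59 to 2.08), and had 9 counts over all hearts of that comparison. This value rested on single faces, as it was -0.72 without A1 and 1.47 without A3 (adjusted p = 0.333 and 4.36e-07 from edgeR). Smad7 in both tissues, Smad2 in heart and Tbx3 in B5 face, with values near 0, also turned with 1 sample left out. At these widths a change by a log2 fold change of 1 is outside the intervals of Smad2 and Smad7 in both tissues and of Tbx3 in B5 face, but inside those of Tbx5 and Tbx3 in B5 heart and of Neurog2.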

We did not observe significant expression changes near deleted boundaries B3, B5 and B7. Considering RNA-seq analysis was performed on bulk tissue from a single developmental timepoint, we cannot exclude that expression changes are restricted to subsets of cells present in these tissues or may be more pronounced at other developmental timepoints.

### In situ hybridization assay

To assess the expression of *Tbx5* in developing lungs for control and TAD-boundary deletion mutants for locus B2, whole-mount in situ hybridization using digoxigenin-labeled anti-sense RNA probes was carried out on E11.5 (48 somites-stage) mouse embryos following established protocols^60,61^. Samples were treated with Proteinase K for 15 min; embryos were dissected to remove the hearts to expose the lungs and subsequently imaged with a Leica 125 C stereomicroscope with a Flexacam C1 camera (Supplementary Fig. 7).

### Comprehensive mouse phenotyping

Directly relevant results are summarized in Fig. 4. Mutants and wild-type controls for four out of eight TAD boundary deletion loci (B3, B5, B6 and B7) underwent comprehensive phenotyping using a standardized pipeline at the Mouse Biology Program (MBP), University of California, Davis. The pipeline is part of the NIH-funded Knockout Mouse Phenotyping Project (KOMP2), a participant in the International Mouse Phenotyping Consortium (IMPC). Phenotyping tests are derived from the International Mouse Phenotyping Resource of Standardized Screens (IMPReSS), https://www.mousephenotype.org/impress^36^, all protocols and metadata are accessible at https://www.mousephenotype.org/impress/PipelineInfo. The KOMP2 phenotyping (Supplementary Figure 10) and statistical analysis methods are standardized^37,38^. Supplementary Data 7 summarizes other statistically significant (*p* < 0.005) results reported. Mutants and wild-type controls for the other three TAD boundary deletion loci (B2, B4 and B8) were phenotyped using standard methods for gross necropsy, organ weights and histopathology for all major organ systems at the Comparative Pathology Laboratory, University of California, Davis.

### In vivo transgenic enhancer-reporter assay

Transgenic enhancer-reporter assays for the predicted lung enhancer (852 bp) were performed in a site-directed transgenic mouse assay using a minimal *Shh* promoter and *lacZ* reporter gene (Supplementary Fig. 8) at a non-endogenous, safe harbor locus^50^. The predicted enhancer region was PCR amplified from mouse genomic DNA**;** chr5:120101603–120102454 (mm10), CTGGGCTACAGGAAGTTGGA (forward primer), CAGAGGGCATGAGAGAGACC (reverse primer), 852 bp PCR amplicon. The PCR amplicon was cloned into a *lacZ* reporter vector (Addgene #139098) using Gibson assembly (New England Biolabs)^62^. The final transgenic vector consists of the predicted enhancer–promoter–reporter sequence flanked by homology arms intended for site-specific integration into the *H11* locus in the mouse genome^50^. Sequence of the cloned constructs was confirmed with Sanger sequencing as well as MiSeq. Transgenic mice were generated using pronuclear injection, as described above for generating the TAD boundary deletion mice. F0 embryos were collected for staining at E11.5, E14.5 and E16.5.

β-galactosidase staining was performed in a standardized manner^50^. Briefly, embryos were washed in cold 1× phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde (PFA) for 30 min for E11.5 and 60 min for E14.5 and E16.5 embryos, respectively, while rolling at room temperature. The embryos were washed in embryo wash buffer (2 mM magnesium chloride [Ambion, catalog no. AM9530], 0.02% NP-40 substitute [Fluka, catalog no. 74385], 0.01% deoxycholate [Sigma-Aldrich, catalog no. D6750] diluted in 0.1 M phosphate buffer, pH 7.3) three times for 30 min each at room temperature and transferred into freshly made X-gal staining solution (4 mM potassium ferricyanide [Sigma-Aldrich, catalog no. P3667], 4 mM potassium ferrocyanide [Sigma-Aldrich, catalog no. P9387], 20 mM Tris, pH 7.5 [Invitrogen, catalog no. 15567027], 1 mg ml^−1^ of X-gal [Sigma-Aldrich, catalog no. B4252]). Embryos were incubated in the staining solution overnight while rolling at room temperature and protected from light. Embryos were then washed with 1× PBS three times for 30–60 min per wash and subsequently stored in 4% PFA at 4 °C. The embryos were genotyped for presence of the transgenic construct^50^. Only those embryos positive for transgene integration into the *H11* locus and at the correct developmental stage were considered for comparative reporter gene activity across the three constructs tested. The exact number of embryos are reported in Supplementary Fig. 8.

### Statistics and reproducibility

Statistical analyses are described in detail in the Methods. For Mendelian ratios, between 18–43 embryonic samples (TAD boundary locus B1) and between 101–343 (B1–8) mice at weaning stage were systematically collected, and Chi-squared test was used to determine significant deviations. At least two independent biological samples per condition were analyzed for RNA-seq, and at least three independent biological samples per condition were analyzed for qPCR at e11.5; a Likelihood-ratio test (DESeq) and t-test were used to determine significant differences for RNA-seq, and qPCR results respectively. At least two independent biological samples per condition were analyzed for Hi-C experiments, and a Wilcoxon rank-sum test was used to calculate *p*-values. Between 7 and 12 independent post-natal mice per condition were assessed in the standardized IMPC pipeline, and either a Wilcoxon rank-sum test, Fisher’s exact test or PhenStat Mixed Model or Reference Range tests were used as applicable. For TAD boundary B2, 20 stage- and litter-matched homozygous mutant-control pairs were assessed for gross lung morphology. Between 4–9 independent biological samples were assessed for the in vivo transgenic reporter assays showing enhancer activity in embryonic lungs. For the enhancer-, CTCF-, and enhancer+CTCF-specific deletions in the context of TAD boundary B2, between 3–8 independent mice per genotype were assessed for gross lung morphology. All statistics were estimated, and plots were generated using the statistical computing environment R Version 2022.12.0 + 353 (www.r-project.org).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description Of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Reporting Summary

## Data Availability

The Hi-C and RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^63,64^ and are accessible through GEO Series accession number GSE172089. The source data for Fig. 2 and Supplementary Fig. 3 are provided in Supplementary Data 4, those for Supplementary Fig. 5 are provided in Supplementary Data 5, and those for Supplementary Figure 6 are provided in Supplementary Data 6. The source data for Supplementary Figures 11–12 are provided in Supplementary Figures 13–14 respectively. Additional data supporting the findings of this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Topologically associating domain boundaries are required for normal genome function
**Source:** Commun Biol. 2023 Apr 20;6:435. doi: 10.1038/s42003-023-04819-w
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis All statistics were estimated, and plots were generated using the statistical computing environment R ([www.r-project.org](http://www.r-project.org)).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The Hi-C and RNA-seq data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE172089 (Reviewer access token: yvutceuuhsprub). Additional data supporting the findings of this study are available from the corresponding authors upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                |
|-----------------------------|----------------|
| Reporting on sex and gender | Not applicable |
| Population characteristics  | Not applicable |
| Recruitment                 | Not applicable |
| Ethics oversight            | Not applicable |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Detailed in Methods' section, also where specific information is related to the particular experimental approach used. |
| Data exclusions | No data was excluded from the study.                                                                                   |
| Replication     | Replication attempts were successful and reproducible, numbers are provided in the figure panels/text as required.     |
| Randomization   | Detailed in Methods section, where applicable.                                                                         |
| Blinding        | Detailed in Methods section, where applicable.                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

|                                     |                                                                 |                                     |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); ARRIVE guidelines recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | TAD boundary knockouts were performed in Mus musculus FVB and Cast strain mice. Mice across developmental stages from embryonic day 10.5 through P0, as well as mice between weeks 4-16 were used in this study. Animals of both sexes were used in the analysis. Sample size selection and randomization strategies are included in individual method sections. |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | NA. No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Animals of both sexes were used in the analysis. Sample size selection and randomization strategies are included in individual method sections.                                                                                                                                                                                                                                                                               |
| Field-collected samples | NA. No field-collected samples are involved in this study.                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All animal work was reviewed and approved by the Lawrence Berkeley National Laboratory Animal Welfare Committee. Mice were monitored and inspected by the Chair of the Animal Welfare and Research Committee and the head of the animal facility in consultation with the veterinary staff. The LBNL Animal Care Facility is accredited by the American Association for the Accreditation of Laboratory Animal Care (AAALAC). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

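Gene expression was measured by RNA-seq in 64 samples of 7 mouse lines (B2 to B8) at E11.5, as set out beside the results. For each sample the authors deposited a table made by RSEM 1.4.1 from paired reads of 150 bp that had been mapped to mm10 with STAR 2.12, over gencode M4 genes. Each table holds expected counts, which the authors' RSEM run estimated per gene and did not normalize, and 2 further units. TPM, deposited beside them by the authors, is scaled to the same sum of transcripts in each sample. FPKM, deposited by the authors as well, is scaled to the length of the gene and to the number of reads. TPM and FPKM were not used for any test. The libraries were prepared by a company, and neither the kit nor a strand setting is given in the sources used here. The authors' methods name DESeq for differential expression, and the statistics section names a likelihood-ratio test. Hi-C of 23 samples was not analysed here.

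Each table has 69690 entries, of which 43346 are Ensembl genes, 26248 are tRNA entries and 96 are spike-in sequences. The entries that are not Ensembl genes took at most 2.2e-05% of a sample's counts and were left out. Gene names and positions came from GENCODE M21 on the same build, which placed 42462 of the Ensembl genes, and 884 have no name there. The coordinates of the deletions are those of Supplementary Data 8 (mm10). No pair of replicates among the 64 compared held identical values, and each pair differed by more than sampling noise (lowest chi-square per gene 7.25). Spearman correlations between replicates were 0.7457 to 0.9953, and at least 0.9197 outside the lung. Samples were grouped by line, tissue and genotype from the submitters' labels. Sex and embryo code were given for the lungs alone. The genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty were read as a check of the sex given for the 12 lungs, and 6 male and 6 female lungs had the levels of their label. By these genes sex was uneven in some other comparisons. In B3 the wild-type samples read as female and the homozygous A11 and A12 as male. In B4 the wild-type samples read as male and the homozygous A37 and A41 as female. In B8 the homozygous samples read as female and the wild-type A32 and A36 as male. The B7 homozygous hearts read as female. Sex was in the model only in alternative fits of the lungs and in the comparison of male with female lungs, and not in the main fits.

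Expected counts were rounded to whole numbers. In each of 14 comparisons, genes were filtered with edgeR's filterByExpr at its standard setting, scaled by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, homozygous against wild-type). P-values were adjusted by Benjamini and Hochberg's method over the genes tested, and a gene was called at an adjusted p under 0.05. Intervals of log2 fold changes are at 95% from the same fit. Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a joint fit of all libraries, leaving out each sample in turn, sex or embryo code in the model for the lungs, male or female lungs alone, other wild-type hearts for B6 and B7, and windows of 2 and 5 Mb in place of 1 Mb around a deletion. DESeq2 without the filter, DESeq2 with a prior on log2 fold changes, and the lungs without E5420-07 and E5420-09 were added after the data had been seen. Genes within 1 Mb of a deletion were tested as a list. Effects in lung and heart of B2, and in male and female lungs, were compared by an interaction term. Exact permutation tests were used for Tbx5 alone.

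Gene lists were tested with limma 3.58.1, by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry. The lists whose results are given are lung mesenchyme, lung epithelium, hedgehog response, liver transcripts, cardiomyocyte, skeletal muscle, cranial and pharyngeal mesenchyme, extracellular matrix, neurons, midbrain and hindbrain patterning, glycolysis and hypoxia, urogenital and adrenal, erythroid, Hox and mitochondrially encoded genes. Over 32 lists and 14 comparisons 439 tests were made. camera gave 172 at an adjusted p under 0.05 with the preset correlation and 0 with an estimated correlation (smallest adjusted p 0.844). fry gave 0 in 1 direction (smallest adjusted p 0.204) and 6 in either direction.

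The genes named are those the paper names for a line, in both tissues of that line; annotated genes overlapping a deletion; per comparison, up to 10 genes in each direction with the largest change among called genes with a proper symbol and no overlap between the groups; up to 4 called members of each list; the genes of Supplementary Data 5 for B2 lung; and the genes used to check sex. Genes named for other reasons are said to be named because their values were seen. Some genes that fall under this rule are not reported here. The 1 annotated gene overlapping a deletion, 1700034B16Rik at B3, had no count and was not tested. Values in Supplementary Data 5 had been seen when the rule was written.

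The procedure was tested on simulated counts drawn from the means, spread and library sizes of the same samples, with 200 genes changed. In edgeR the share recovered at a log2 fold change of 1 was 80.4% in B3 face, 72.7% in B6 face, 69.4% in B7 face, 62.9% in B2 lung and 1% in B5 heart. These shares are of simulated changes and need not hold in the real B2 lungs, where 0 genes were called despite large changes in liver transcripts. R 4.3.3, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Molecular identifiers are not mentioned in the sources used here, and intervals from counts alone cover counting error only.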

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

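The tests of the pair of lungs E5420-07 and E5420-09, of the embryo codes, of the splits over the 11 liver members, of the lung mesenchyme genes and of the B7 hearts, and the rule that selected the gene lists given here (at least 10 members past the test adjusted over the list alone and a median log2 fold change of at least 1 in size), were chosen only after the results were seen.

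Liver transcripts were higher in B2 homozygous lungs, with a median log2 fold change of 2.27 (adjusted p = 0.844 in camera with an estimated correlation), and the paper's text does not discuss liver genes, though Supplementary Data 5 names 7 of the 18 tested, so the list is not independent evidence. The pair of odd lungs and the embryo codes as the whole reason are argued against, because the median was 1.94 without that pair (quartiles 1.56 and 2.20, over 24 tested genes) and 1.65 with embryo code and sex in the model (quartiles 1.27 and 1.89). Chance, and liver tissue carried along with some lungs, cannot be told apart from an effect of the genotype. Of 462 splits of the 12 lungs, 4 had a median difference as large as the real one (2.1; highest of the others 2.38), and 5 over the 11 members that Supplementary Data 5 does not name, but the list was written after its calls in these lungs had been read, which favours the real split, and the members moved together from lung to lung, with a median correlation of 0.44 after removal of the genotype means (random lists -0.09 to 0.15), which lies between the values written down beforehand for and against carried tissue. Within the codes the median was 1.65 for E5403, 1.96 for E5406 and 0.86 for E5420, the homozygous lung E5420-05 was also low (Afp 20.4 CPM), and an effect of the genotype on liver genes stays open as a hypothesis.

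Tbx5 was lower in B2 homozygous lungs, and its effect differed between lung and heart by -0.75 on the log2 scale by a test of the difference itself (95% interval -1.30 to -0.19), though not after adjustment over all genes. That test was not repeated without the wild-type lungs E5420-07 and E5420-09. A smaller share of mesenchyme as the whole reason is argued against by the other lung mesenchyme genes, whose median was -0.12 (quartiles -0.30 and 0.01) and so above the change in Tbx5. The pair of wild-type lungs as the whole reason is argued against by the log2 fold change of -0.59 without it (95% interval -0.89 to -0.30). The embryo codes, which were spread unevenly over the genotypes, are argued against as the whole reason by the log2 fold change of -0.79 with code and sex in the model (95% interval -1.23 to -0.35), against -0.80 without them, with differences of -0.92, -0.43 and -0.98 within the codes and no call over all genes in either model. The -0.98 of E5420 takes in the wild-type lungs E5420-07 and E5420-09 (174 and 140 CPM). The wild-type lung E5420-06 was at 89.3 CPM and the homozygous lung at 65.7 CPM. The deletion, which the design names, stays open as an explanation, so that it may lower Tbx5 is a hypothesis from the same data.

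Meox2 and Sostdc1 were lower in B6 homozygous hearts than in wild-type hearts of other lines. Neighbouring tissue in those wild-type hearts, which may carry more Meox2 and Sostdc1, predicts that homozygous hearts of B7, which keep boundary B6, are low as well. They were lower by a log2 fold change of -3.04 for Meox2 (95% interval -6.44 to 0.37) and -4.25 for Sostdc1 (95% interval -7.92 to -0.58). With 5 counts in B6 and 6 in B7 for Meox2, and 2 and 3 for Sostdc1, the log2 ratio of B6 to B7 was -0.22 (exact Poisson interval -2.27 to 1.76) and -0.54 (-4.12 to 2.59), so neighbouring tissue and the deletion cannot be told apart from these counts. The deletion and the line stay open as explanations.

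In 27 tests for a value far from the others, over 5 groups of 4 to 8 samples, 3 values in 2 samples stood out, where chance gives about 1 in 20 tests. The wild-type lung E5420-09 of B2 had 14860 genes with a count, against 18942 to 21011 in the other wild-type lungs. The 10 highest genes took 90.1% of its counts, against 22.8% to 29.7% in the others. The wild-type heart A56 of B2 had 17947 genes with a count, against 17771 to 17800 in the other wild-type hearts of B2.

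Further gene groups that the paper does not discuss differed between genotypes, and each has an adjusted p of 0.844 with an estimated correlation. In B3 hearts, lung epithelium genes had a median log2 fold change of -1.23 (11 of 19 lower past edgeR's test adjusted over the list alone), with 2 members at 0 in homozygous hearts, and the same median with these at their bound. Cranial and pharyngeal mesenchyme genes had a median of -2.30 there (12 of 23 past the test), with 1 member at 0 in homozygous hearts and the same median with it at its bound. Hox genes had a median of -2.53 in B3 hearts (11 of 14 past the test). In B4 gut, skeletal muscle genes had a median of -2.12 (15 of 19 past the test), among them Myog (-2.38) and Myod1 (-1.86). Urogenital and adrenal genes had a median of -1.03 in B4 gut (12 of 17 lower and 1 higher past the test), with 1 member at 0 in homozygous gut and the same median with it at its bound; Nr5a1 of the adrenal and gonad had -7.16, and Osr1 -0.78. In B6 face, Hox genes had a median of -2.89 (10 of 14 past the test), with 2 members at 0 in homozygous faces and the same median with these at their bound. Mitochondrially encoded genes had a median of -1.09 in B6 face (11 of 15 past the test). Supplementary Data 5 names 4, 7 and 2 of these members for B3 heart, 5 and 7 for B4 gut and 4 and 9 for B6 face, in the order given, so the counts are not independent evidence.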

How the results depend on the processing

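DESeq2 without the filter on low counts, and edgeR and DESeq2 without the wild-type lungs E5420-07 and E5420-09, were chosen only after the results were seen. The samples compared share no replicate numbers. The B2 lungs share embryo codes, and with code and sex in the model edgeR called 0 genes there and Tbx5 had -0.79 (adjusted p = 1). Counts of called genes moved with some settings in each comparison, and the cause was not tested. The genes called by edgeR kept their direction under each alternative that tested them. Depth limits Meox2 and Sostdc1 in heart, which had 5 and 2 counts over the B6 hearts.

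In DESeq2 the called genes numbered 11 in B2 heart, 12 in B2 lung, 15 in B3 face, 94 in B3 heart, 91 in B4 gut, 25 in B4 midbrain, 16 in B5 face, 10 in B5 heart, 164 in B6 face, 685 in B6 heart, 91 in B7 face, 97 in B7 heart, 17 in B8 forebrain and 30 in B8 neural tube, against 0, 0, 2, 0, 0, 1, 0, 0, 11, 0, 5, 0, 0 and 2 in edgeR. In DESeq2 without the filter they were, in that order, 10, 14, 18, 94, 78, 27, 16, 8, 159, 548, 88, 74, 16 and 22. In edgeR without the filter they were 419 in B3 face, 483 in B4 gut, 3 in B4 midbrain, 2 in B5 face, 621 in B6 face, 442 in B7 face and 665 in B8 neural tube, and 0 in the rest. In the joint fit they were 3 in B2 lung, 0 in B3 face, 10 in B3 heart, 34 in B4 gut, 9 in B4 midbrain, 206 in B5 heart, 5 in B6 face, 3763 in B6 heart, 0 in B7 face, 2973 in B7 heart, 1 in B8 forebrain and 0 in B8 neural tube, and 0 in B2 heart and B5 face. RLE factors gave 5 in B6 face and 6 in B7 face. Against the wild-type hearts of B2, B3 and B5 alone, edgeR called 8640, 0 and 2165 genes in B6 heart and 8561, 1 and 806 in B7 heart. B2 lung without E5420-07 and E5420-09 had 0 in edgeR and 36 in DESeq2.

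Leaving out 1 sample at a time gave 0 to 1 called genes in B2 heart (1 without A60) and in B2 lung (1 without E5420-05), 3 to 20 in B3 face (20 without A11), 0 to 243 in B3 heart (243 without A14), 30 to 531 in B4 gut (531 without A44), 0 to 550 in B4 midbrain (550 without A37), 5 to 1170 in B5 face (1170 without A20), 0 to 918 in B5 heart (918 without A22), 54 to 400 in B6 face (400 without A5), 0 to 87 in B6 heart (87 without A14), 1 to 634 in B7 face (634 without A3), 0 to 0 in B7 heart, 8 to 757 in B8 forebrain (757 without A29) and 11 to 1016 in B8 neural tube (1016 without A35). Genes with a genotype by sex effect in B2 lung numbered 0 to 1267 (1267 without E5420-06).

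Tbx5 in B2 lung ran from -0.88 to -0.65 with a sample left out (adjusted p 0.452 to 0.954). It passed the threshold in DESeq2 (-0.81, adjusted p = 0.0424), in DESeq2 without the filter (-0.81, 0.0435) and when adjusted over the genes within 1 Mb (-0.80, 0.00699) or 2 Mb alone (0.0183), and not within 5 Mb (0.0742) or in the other 21 alternatives (up to 1, with embryo code and sex in the model). Meox2 in B6 face ran from -1.25 to -0.75 with a sample left out (adjusted p 0.00333 to 0.374) and passed in DESeq2 (-1, 0.0134), DESeq2 without the filter (-1, 0.0234), edgeR without the filter (-1, 4.36e-05), over the genes within 1 Mb and those the paper names (-1, 0.0291) or within 2 Mb (0.035; 0.102 within 5 Mb), and without A5 (0.0149) or A27 (0.00333), with 1 in the joint fit. In B6 heart, Meox2 ran from -3.59 to -3.02 with a sample left out and passed against the wild-type hearts of B5 alone (-4.47, 0.00837). Sostdc1 ran from -4.97 to -4.45 and passed in DESeq2 (-4.92, 0.0299), DESeq2 without the filter (-4.92, 0.0283), the joint fit (-4.53, 0.0326) and against the hearts of B5 alone (-5.80, 0.0081). Prkar2b ran from -0.53 to -0.28, passed against the hearts of B5 alone (-0.81, 0.015) and was reversed against those of B2 alone (0.34). Meox2 was too low to test against the hearts of B3 alone, and Sostdc1 against those of B2 alone. The difference of Tbx5 between the sexes ran from -0.15 to 0.44 with a sample left out, where -0.15 without E5420-07 is a reversal, and was -0.41 without E5420-07 and E5420-09. Windows of 2 and 5 Mb held 319 and 943 tests in place of 138, with 0 calls in edgeR in each. Adjusted over the list alone they gave 4 and 1 in place of 4. Tbx3 in B2 lung had 0.118 and 0.479, and Hdac9 and Snx13 in B6 heart 0.044 and 0.088 each.

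Log2 fold changes of other genes named beside boundaries turned with 1 sample left out, which were Tbx5 in B2 heart (0.02 without A59), Smad7 in B3 face (-0.16 without A15) and heart (-0.18 without A12, -0.08 without A16), Smad2 in B3 heart (-0.04 without A10), Sim1 (0.14 without A39), Tbx5 in B5 face (0.15 without A17, 0.55 without A20), Tbx3 in B5 face (-0.02 without A19) and heart (0.18 without A22, 0.54 without A24), Twist1 in B6 heart (0.03 without A56, 0.01 without A59, 0.03 without A60), Neurog2 (-0.72 without A1), Dmrt3 in forebrain (0.07 without A31, 0.16 without A32), and Dmrt1 (-0.74 without A35, -0.04 without A36) and Dmrt2 (-0.16 without A33) in neural tube. In B6 heart, Twist1 also turned in the joint fit (0.06) and against the hearts of B3 or B5 alone (0.39, 0.49), and Ahr against those of B3 alone (-0.12). Calls appeared for Neurog2 without A3 (1.47, 4.36e-07) and without the filter (0.027), Dmrt2 without A35 (0.58, 0.0188), Dmrt3 in neural tube without the filter (0.0389), Ahr against the hearts of B2 alone (1.06, 0.0131), and Twist1 against those of B2 (-0.35, 0.00756) and of B5 alone (0.0357).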

Differences from the paper's values

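The comparisons with DESeq2 on a prior scale and with DESeq2 without the filter on low counts, and the search of heart controls, were chosen only after the values were seen; the other settings named here were set before the data were examined unless said otherwise. The heading of Supplementary Data 5 gives a log2 fold change above 1 and a p under 0.05, but 255 of its 1655 genes have both an absolute log2 fold change above 1 and an adjusted p under 0.05, so the counts here use an adjusted p under 0.05 with no bound on the fold change.

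The paper lists 12 genes in B2 heart, 15 in B2 lung, 10 in B3 face, 75 in B3 heart, 86 in B4 gut, 24 in B4 midbrain, 11 in B5 face, 4 in B5 heart, 163 in B6 face, 972 in B6 heart, 84 in B7 face, 160 in B7 heart, 15 in B8 forebrain and 24 in B8 neural tube. edgeR called 0, 0, 2, 0, 0, 1, 0, 0, 11, 0, 5, 0, 0 and 2 in the same order. DESeq2 came within 1.5 times the paper's count in 12 of the 14 comparisons (11, 12, 15, 94, 91, 25, 16, 164, 685, 91, 17 and 30), and not in B5 heart (10) and B7 heart (97). The paper's lists also hold genes above an adjusted p of 0.05. Counted under that threshold the paper has 8 genes in B3 face, and the 15 of DESeq2 are then not within 1.5 times. The reading of the other comparisons stays the same under it. The hearts of B6 and B7 were set against wild-type hearts of other lines, and in B6 heart DESeq2 called 332 of the 963 listed genes it tested. In B3 face it called 1 of the 10, so that the similar counts of these comparisons are not agreement on the genes. The count of edgeR also came within 1.5 times without A9 (7) or A13 (11) in B3 face, without A30 (15) in B8 forebrain and without A36 (29) in B8 neural tube. RLE factors, no filter on low counts, the joint fit, the other samples left out, other wild-type hearts, and sex or embryo code in the lung model did not, in any comparison. Chosen after the values were seen, DESeq2 without the filter came within 1.5 times in B2 heart (10), B2 lung (14), B3 heart (94), B4 gut (78), B4 midbrain (27), B5 face (16), B6 face (159), B7 face (88), B8 forebrain (16) and B8 neural tube (22), and called 794 of the 1639 listed genes it tested. DESeq2 with a prior, also chosen after the values were seen, called 4 in B5 heart, as the paper lists, and 707 of the 1639. In edgeR, 1636 of the 1655 listed genes were tested and 1519 of them (92.8%) had the paper's direction, with 17 called, while DESeq2 called 844. This share counts all 15 genes of B8 forebrain as opposite, though the labels or the table may be reversed there. The rest of the opposite directions were in the hearts of B6 and B7, where 863 of 963 and 156 of 158 had the paper's direction.

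For Tbx5 in B2 lung the paper's adjusted p is 0.0467 in the table and 0.04 in the text, and it was 0.89 in edgeR. DESeq2 (0.0424) was within 1.5 times of it and no other setting set beforehand was; of settings chosen after the values were seen, DESeq2 without the filter gave 0.0435 and DESeq2 with a prior 0.0978 (log2 fold change -0.64). The gene also passed the threshold when adjusted over the genes within 1 Mb of the boundary (0.00699) or 2 Mb (0.0183), and not within 5 Mb (0.0742). The log2 fold change was -0.80, and the paper's is -0.81. For Meox2 in B6 face the paper's adjusted p is 0.0163, and it was 0.289 here. DESeq2 (0.0134) and edgeR without A5 (0.0149) came within 1.5 times of it, and the other settings set beforehand did not, though Meox2 also passed the threshold without A27 (0.00333), without the filter (4.36e-05), over the genes within 1 Mb and those the paper names (0.0291) and over those within 2 Mb (0.035), and not within 5 Mb (0.102). DESeq2 without the filter, chosen after the values were seen, gave 0.0234. On the scale of DESeq2 with a prior, which matches the paper's fold changes in B6 face, the log2 fold change was -0.64 (adjusted p = 0.0232) against the paper's -0.65, and it was -1 without the prior.

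For Meox2 in B6 heart the paper gives a log2 fold change of -0.57, a reduction of 40% in the text and an adjusted p of 0.0427. Here these were -3.36, 90.3% and 0.296. The values here for B6 and B7 hearts are against wild-type hearts of B2, B3 and B5, so the control groups are unlike those of the paper. On the prior scale, chosen after the values were seen, the log2 fold change was -0.68 (standard error 0.36) and the reduction 37.6%, within the error, with an adjusted p of 0.257. Against the wild-type hearts of B2 alone the first 2 were within the error (-1.39 and 61.8%), the joint fit gave an adjusted p of 0.0565, and the other settings set beforehand did not come within the error. Against the hearts of B5 alone Meox2 passed the threshold (0.00837). For Sostdc1 in B6 heart the paper gives -0.57, 40% and 0.0294. Here these were -4.79, 96.4% and 0.231. DESeq2 (0.0299) and the joint fit (0.0326) came within 1.5 times of the adjusted p, as did DESeq2 without the filter (0.0283), chosen after the values were seen, and no setting set beforehand came within the error of the fold change or the reduction. On the prior scale, chosen after the values were seen, the log2 fold change was -0.84 (standard error 0.36) and the reduction 44.2%, within the error, with an adjusted p of 0.166. Against the hearts of B5 alone Sostdc1 passed the threshold (0.0081). For Prkar2b in B6 heart the paper's adjusted p is 0.0105, and it was 0.581 here; the wild-type hearts of B5 alone gave 0.015 and no other setting set beforehand came within 1.5 times. Its log2 fold change was -0.40 (-0.27 on the prior scale), against the paper's -0.71, and lies within the error.

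In B8 forebrain, 15 of the 15 genes the paper lists had the opposite direction here, with a median difference of 0.0115 in log2 fold change once the sign was reversed. For the hearts, the listed mean counts per gene, and not the fold changes, were compared with those from each of 255 sets of the 8 wild-type hearts. For B2, B3 and B5 the closest set was the line's own controls (median difference 7.13e-05, 3.34e-05 and 0.0011 on the log2 scale). For B6 and B7 the closest sets differed by 0.0415 and 0.119.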

Other observations

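The gene groups described here were selected after their results were seen. In B4 midbrain, all 20 neuronal genes were lower in homozygous embryos, with a median log2 fold change of -0.47, and 9 passed edgeR's test adjusted over the list alone. The adhesion molecules Cntn2 and Ncam1 of growing axons were at 189 ± 20.2 against 332 ± 20.6 CPM and at 137 ± 1.02 against 195 ± 10.9 CPM (SD, n = 2 each). Of 14 genes of midbrain and hindbrain patterning, 13 were lower, with a median of -0.99 and 5 past the test. Engrailed 2 (En2), which marks the boundary region of midbrain and hindbrain, was at 108 ± 44.6 CPM against 219 ± 39.4 CPM, and Pax5 of the same region had a log2 fold change of -1.47. Of 17 genes of glycolysis and hypoxia, 14 were higher, with a median of 0.35 and 8 past the test, such as lactate dehydrogenase A (Ldha) at 1040 ± 148 CPM against 659 ± 71.3 CPM. Mitochondrially encoded genes took 0.44% of the counts of each homozygous midbrain and 0.56% and 0.62% of the wild-type midbrains, and 12 of 15 were lower (8 lower and 1 higher past the test). Supplementary Data 5 names 5, 3, 3 and 4 of these members for B4 midbrain, so the counts are not independent evidence. The adjusted p was 0.844 with an estimated correlation for each list.

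In B3 hearts, all 24 cardiomyocyte genes were higher in homozygous embryos, with a median log2 fold change of 0.54 and 4 past the test adjusted over the list alone. The sarcomere gene Ttn had a log2 fold change of 0.98. Mitochondrially encoded genes were also higher, 15 of 15 with a median of 0.77 and 12 past the test. In the same hearts markers of neighbouring tissue were lower, such as Nkx2-1 at 0.15 ± 0.0678 CPM against 9.01 ± 8.66 CPM. In B2 hearts, 15 of 15 mitochondrially encoded genes were lower, with a median of -0.33 and 9 past the test, and liver transcripts were higher, 13 of 13 with a median of 2.37 and 0 past the test. In B8 neural tube, all 23 extracellular matrix genes were lower, with a median of -0.93 and 19 past the test. Elastin (Eln) was at 8.75 ± 1.70 CPM against 22.8 ± 3.66 CPM and collagen Col1a2 at 491 ± 121 CPM against 899 ± 177 CPM (SD, n = 2 each). The homozygous sample A35 stood apart there, with 8.5% of its counts in the 10 highest genes against 4.5% to 4.7% in the others and a chi-square per gene of 90.2 to its replicate against 12.3 between the wild-type samples. Supplementary Data 5 names 5 and 10 of the members for B3 heart, 5 of the mitochondrially encoded genes for B2 heart and 4 of the matrix genes for B8 neural tube, so these counts are not independent evidence. Over the 19 matrix genes it does not name, 15 passed. The adjusted p was 0.844 with an estimated correlation for each of these lists.

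For the counts of called genes in B2 hearts and lungs, other splits of the same samples were fitted. In hearts 35 of 35 splits gave at least as many calls as the real one (0; highest of the others 11), and in lungs 100 of 100 splits drawn did (0; highest of the others 0). No split can call fewer than 0 genes, so this comparison says nothing on chance for either count.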
